# Serine protease PRSS55 is crucial for male mouse fertility via affecting sperm migration and sperm–egg binding

**DOI:** 10.1007/s00018-018-2878-9

**Published:** 2018-07-21

**Authors:** Xuan Shang, Chunling Shen, Jianbing Liu, Lingyun Tang, Hongxin Zhang, Yicheng Wang, Wenting Wu, Jun Chi, Hua Zhuang, Jian Fei, Zhugang Wang

**Keywords:** Serine protease PRSS55, Knockout mouse model, Male infertility, Sperm migration, Sperm–egg recognition/binding

## Abstract

Testis-specific PRSS55 is a highly conserved chymotrypsin-like serine protease among mammalian species. So far, the physiological function of PRSS55 remains unknown. Here, we show that PRSS55 is a GPI-anchored membrane protein, specifically expressed in adult mouse testis and mainly observed in the luminal side of seminiferous tubules and sperm acrosome. Mice deficient for *Prss55* develop male infertile with normal reproduction-related parameters observed. Interestingly, in vivo fertilization rate of *Prss55*^−*/*−^ males is dramatically decreased, possibly due to incapable migration of *Prss55*^−*/*−^ sperm from uterus into oviduct. However, in vitro fertilization rate has no difference between two genotypes although *Prss55*^−*/*−^ sperm presents defective recognition/binding to zona-intact or zona-free oocytes. Further study reveals that mature ADAM3 is almost undetectable in *Prss55*^−*/*−^ sperm, while precursor ADAM3 remains unchanged in the testis. However, it is shown that ADAM3 has no interaction with PRSS55 by immunoprecipitation with anti-PRSS55 antibody. The expression levels of several proteins known to be related to the observed phenotypes remain comparable between wt and *Prss55*^−*/*−^ mice. Moreover, we found that *Prss55* deficiency has no effect on PRSS37 or vice versa albeit two mutant males share almost the same phenotypes. Microarray analysis reveals a total of 72 differentially expressed genes in *Prss55*^−*/*−^ testis, most of which are associated with cellular membrane and organelle organization, protein transport and complex assembly, and response to stimulus and signaling. In conclusion, we have demonstrated that PRSS55 plays vital roles in regulating male fertility of mice, including in vivo sperm migration and in vitro sperm–egg interaction, possibly by affecting the maturation of ADAM3 in sperm and the expression of multiple genes in testis.

**Electronic supplementary material:**

The online version of this article (10.1007/s00018-018-2878-9) contains supplementary material, which is available to authorized users.

## Introduction

The in vivo fertilization of mammalians is a complex process containing several coordinated events. After sperm are deposited into the female reproductive tract at coitus, they must undergo capacitation, migration and penetration through the cumulus cells as well as the zona pellucida (ZP) of the oocytes to achieve successful fertilization. Although many millions of sperm are deposited into the female reproductive tract, only a few hundred or less will actually reach the eggs. The passage of sperm through the female reproductive tract is finely regulated to select the sperm with normal morphology, vigorous motility and sound fertilizing capability [1, 2]. However, the molecular mechanisms that regulate the in vivo migration of sperm in the female genital tract are not yet fully clarified.

Excitingly, over the past two decades, a number of genes have been verified to play essential roles in regulating this process using genetically manipulated mouse models, including *Clgn* [3, 4], *Calr3* [5], *Adam1a* [6], *Adam2* [7], *Adam3* [8, 9], t-*Ace* [10], *Tpst2* [11, 12], *Pdilt* [13], *Rnase10* [14], *Pmis2* [15], *Prss37* [16], *Tex101* [17, 18] and *Ly6k* [18]. These gene-encoded proteins are varied in cellular component and molecular function. For example, *Clgn* and *Calr3* encode testis-specific endoplasmic reticulum (ER) chaperones; ADAM1A, ADAM2 and ADAM3 are three members of the ADAM family that is composed of structurally related cell surface proteins proposed to have cell adhesion activity; TPST2 catalyzes post-translational protein tyrosine O-sulfation; PDILT cooperates with CALR3 in the ER and functions in the disulfide-bond formation; *Rnase10*, a pancreatic *Rnase A* homolog, encodes a secreted proximal epididymal protein in the mouse; PRSS37 is a putative trypsin-like serine protease exclusively expressed during a short time range of late spermiogenesis and does not exist in mature mouse sperm; TEX101/LY6K, a glycosylphosphatidylinositol (GPI)-anchored protein complex specifically expressed in testicular germ cells, interacts with precursor ADAM3 in the testis and is a tACE-specific substrate. It is of note that ADAM3 is absent or abnormally located in the mature sperm of all the above mentioned mouse lines. Its deficiency in mice results in male infertility, defective sperm-ZP binding and impaired sperm migration into oviduct. However, the molecular mechanisms regarding the maturation of ADAM3 in the sperm, especially the functional network among the above-mentioned genes are not fully understood and whether other genes are involved in this process remains to be investigated. The ongoing efforts to identify such genes are of great significance since they may be potential causes of unexplained male infertility (UMI) in men and thus be potential targets for the development of new drugs for both the treatment of UMI and male contraception.

Human PRSS55, also known as T-SP1, is first identified as a novel member in the group of membrane-anchored chymotrypsin (S1)-like serine proteases predominantly expressed in testis [19]. It is located on chromosome 8p23.1 and composed of 10 exons spanning 28.6 kb. Different variants of human *PRSS55* mRNA are produced due to alternative splicing. It is reported that PRSS55 is also expressed in prostate cancer and some ovarian cancer tissues, indicating its important roles in spermatogenesis and tumorigenesis [19, 20]. Mouse *Prss55*, located on chromosome 14D1 and composed of 7 exons, encodes a 321-aa protein. Protein sequence analysis reveals that PRSS55 is highly conserved among various species (Supplementary Fig. S1), strongly suggesting an important evolutionarily conserved roles, especially in male mammalian reproduction. However, the physiological function of PRSS55 remains unknown so far. In the present paper, we have characterized the biochemical and physiological properties of PRSS55 in vitro and in vivo, demonstrating that PRSS55 is a GPI-anchored membrane protein, predominantly expressed in adult mouse testis. It is mainly distributed in the luminal margin of seminiferous tubules as well as sperm acrosome region. Functionally, it is required for male fertility in mice and is involved in the processes of sperm migration into oviduct and sperm-zona recognition/binding. These findings disclose an important function of PRSS55, further implicating that PRSS55 may play a pathogenic role in the development of UMI and act as a potential drug target for UMI patients or male contraception.

## Materials and methods

### Mice and genotyping

*Prss55* knockout (KO) mice were generated by homologous recombination and maintained on a mixed 129 Sv/C57BL/6 background. Heterozygous mice were intercrossed to generate the offspring with three different genotypes. Triple primer PCR strategy was designed for routine genotyping using the following amplification conditions: 95 °C for 4 min and 35 cycles of 94 °C for 30 s, 60 °C for 30 s, 72 °C for 40 s, and a 10-min incubation at 72ºC at the end of the run. PCR products were resolved on 1.5% agarose gels and the products derived from wild type (wt) and targeted alleles are 861 and 486-bp, respectively. All mice were housed under specific pathogen free conditions at a constant room temperature of 22–24 °C with a 12-h light/dark cycle, with free access to a diet of regular chow and water. All research protocols involving animal experiments were approved by the Institutional Animal Care and Use Committee of Shanghai Research Center for Model Organisms (Permit Number: 2014-0020).

### Analyses of mRNA expression

Total RNAs extracted from mouse tissues using Trizol Reagent (Roche) were reverse transcribed using Advantage RT-for-PCR Kit (Takara, Dalian, China) according to the manufacturers’ instructions. cDNAs were amplified using specific sets of primers listed in Supplementary Table S1 for semi- or real-time RT-PCR. Semi-RT-PCR products were separated by electrophoresis on 1.5% agarose gels and visualized by ethidium bromide staining. Real-time PCR was performed by Mastercycler ep realplex (Eppendorf) using SYBR Premix Ex Taq Kit (Takara). Resolution of the product of interest from nonspecific product amplification was achieved by melt curve analysis. Gene expression levels are normalized to *Actb* content using the 2^−ΔΔCt^ or 2^−ΔCt^ method [21].

### Preparation of mouse polyclonal anti-PRSS55 antiserum

An 918-bp DNA fragment encoding the mature peptide (17-321 aa) of mouse PRSS55 was synthesized after codon optimization and was inserted into the *Nde*I-*Xho*I sites of pET-22b (+) vector (Novagen, Madison, WI) for expression in *Escherichia coli* BL21 (DE3). Recombinant mouse PRSS55 (0.1 mg in 50 μl) was emulsified by homogenization with an equal volume of Freund’s complete adjuvant (Sigma) and injected into wt or *Prss55*^−*/*−^ male mice intraperitoneally. Three booster immunizations were performed on days 14, 35 and 56 by injection of 0.1 mg recombinant mouse PRSS55 emulsified with Freund’s incomplete adjuvant. Mice were killed on day 66 and whole blood was collected for the preparation of anti-PRSS55 antiserum.

### Preparation of protein extracts

Proteins from mouse tissues (including testis, caput, corpus and cauda epididymis) were extracted in PBS containing 1% SDS (PBS/SDS) supplemented with protease and phosphatase inhibitor cocktails. After a short sonication, samples were incubated at room temperature for 1 h and then centrifuged at 16,000×g for 10 min. The resulting supernatants were applied for immunoblot analysis. Proteins of mature sperm collected from the cauda epididymides of mice were extracted by 1 mM HCl containing 1% SDS (HCl/SDS) supplemented with protease and phosphatase inhibitor cocktails at room temperature for 1 h. After centrifugation at 16,000×g for 10 min, the supernatants were harvested as sperm protein extracts. Proteins from different fractions of testis were obtained by membrane, nuclear and cytoplasmic protein extraction kit (Shenggong, Shanghai, China) according to the manufacturer’s instruction. Protein concentration was determined with a BCA protein assay kit (Pierce, Rockford, IL, USA).

### Western blotting

Protein samples were supplemented 5 × concentrated SDS-PAGE sample buffer containing β-mercaptoethanol and boiled at 100 °C for 5 min. Then, they were separated on 10% SDS-PAGE gels and transferred onto nitrocellulose membranes (GE). Membranes were blocked with 5% nonfat milk for 1 h, followed by incubation with the primary antibodies: anti-PRSS55, anti-GAPDH (2118S, Cell signaling technology), anti-Lamin A/C (2032T, Cell signaling technology), anti-NaKATPase (3010S, Cell signaling technology), anti-uPAR (ab103791, Abcam), anti-ACTB (sc-47778, Santa Cruz), anti-ADAM3 (sc-365288, Santa Cruz), anti-ADAM2 (MAB19292, Millipore), anti-CLGN (ab171971, Abcam), anti-PDILT (ab116182, Abcam), anti-PRSS37 (HPA020541, Sigma-Aldrich), anti-TEX101 (ab69522, Abcam), anti-tACE (AF1513, R&D Systems), anti-ATP5A1 (14676-1-AP, Proteintech) and anti-GFP (G1544, Sigma). To visualize specific protein bands, secondary antibodies conjugated with IRdye800CW (LI-COR, Lincoln, USA) were used and membranes were scanned by Odyssey Infrared Imager (LI-COR). ACTB, GAPDH or ATP5A1 were used as protein loading controls.

### Immunoprecipitation (IP)

IP was performed according to the previously published protocol [13] with several modifications. Magnetic bead separation (Protein G-Magnetic Beads; MBL) was used. Testicular cells were solubilized with 1 ml of ice-cold lysis buffer [PBS, 1% SDS, and 1% protease inhibitor mixture (Roche)] and then centrifuged at 16,000×g for 10 min at 4 °C. 1 mg of testis lysate was diluted with PBS to reduce the concentration of SDS to 0.2%, incubated with 100 μl of protein G-conjugated beads for 1 h at 4 °C to pre-clear the lysate and then incubated with 2 μg of each antibody or negative control IgG and 100 μl of protein G beads at 4 °C overnight. After rinsing five times with 500 μl of the wash buffer (PBS, 0.1% SDS), 60 μl 1 × SDS sample buffer was added to the tubes and heated to 99 °C, and eluate fractions were collected for analysis by SDS-PAGE.

### Cell culture and transfections

HEK293 cells were cultured in standard commercial DMEM medium (Gibco) containing 10% (vol/vol) FBS at 37 °C with 5% CO_2_. Full-length *Prss55* cDNA was amplified from wt testis cDNA using primers pEGFP-Prss55-F and pEGFP-Prss55-R (Supplementary Table S1). A Kozak sequence GCCACC was added before the translation initiation site. The sequence was sub-cloned into the *Xho*I-*Hind*III sites of the eukaryotic expression vector pEGFP-N2 (Invitrogen) and confirmed by sequencing. Purified pEGFP-N2 null vector and pEGFP-Prss55 vector were transfected into HEK293 cells with Lipofectamine 3000 transfection reagent (Invitrogen). 48 h after transfection, the localization of EGFP and EGFP fusion protein was visualized under a confocal microscope (Fluo View FV10i, Olympus, Tokyo, Japan). For Western blot analysis, cells were collected 48 h after transfection and assayed.

### Phosphatidylinositol-specific phospholipase C (PI-PLC) digestion of testicular cells, cultured cells and sperm suspension

PI-PLC digestion of cells was performed according to the previously published protocols [22, 23] with minor modifications. Briefly, equal aliquots of testicular cells and sperm suspension in PBS were treated with various concentrations (0, 1, 2.5, 5 U/ml) of PI-PLC from *Bacillus cereus* (Sigma) for 1 h at 37 °C with mixing every 15 min. The HEK293 cells transfected with pEGFP or pEGFP-Prss55 for 48 h were treated with/without 2.5 U/ml PI-PLC for 1 h at 37 °C. The protein levels of PRSS55 in supernatants and/or in pellets were immunodetected by Western blotting. Urokinase-type plasminogen activator receptor (uPAR), a representative GPI-anchored protein in germ cells, was used as a positive control [24, 25].

### Gradual release of proteins during acrosome reaction (AR) induced by A23187

Cauda epididymal mouse sperm were capacitated in TYH medium with 0.4% BSA at 37 °C for 1 h. The sperm suspension (1 ~ 2 × 10^7^ sperm) was divided into four aliquots and incubated with A23187 (final concentration of 10 μM) for 0, 10, 30, and 60 min, respectively. The treated sperm were centrifuged at 10,000×g for 5 min to obtain supernatants, which contained proteins released by AR, and sperm pellets, which contained remaining proteins on sperm. The sperm pellets were washed with PBS for three times and then lysed in HCl/SDS supplemented with protease and phosphatase inhibitor cocktails at room temperature for 1 h.

### Proteinase *K* digestion of sperm suspension and testicular cells

Proteinase *K* digestion of sperm suspension and testicular cells was performed as previously described [26] with minor modifications. Testicular cells and sperm from pAcr-SP-NTP-EGFP transgenic mice [27] were suspended in PBS (2 × 10^7^ cells/ml), and 90 μl aliquots from each cell suspension were incubated with 10 μl of various concentrations of proteinase *K* (0, 10, 20, 50, 100 μg/ml) for 30 min at 37 °C. The proteinase *K* digestion was terminated by adding 2 μl of 100 mM phenylmethanesulfonyl fluoride (PMSF) followed by incubation at room temperature for 15 min. The digested cell samples were centrifuged at 10,000×g for 5 min at 4 °C to obtain supernatants. The pellets were washed with PBS for three times and then lysed in 100 μl PBS/SDS or HCl/SDS containing 2 μl of 100 mM PMSF for 30 min on ice. The resulting supernatants obtained by centrifugation at 20,000×g for 10 min at 4 °C were regarded as pellet extracts.

### Histological and immunofluorescence (IF) analyses

Testes from adult age-matched mice with different genotypes were isolated and weighted. Paraffin-embedded tissue sections of testis and epididymis were prepared as described [16]. Sperm smears were prepared by spotting sperm isolated from cauda epididymis onto glass slides, air dried and fixed in 4% paraformaldehyde. For histological analysis, samples were stained with hematoxylin and eosin (H&E). Transmission electronic microscopy (TEM) was performed as previously described [16]. For IF, samples were washed in 1 × PBS, blocked in 5% normal goat serum, and incubated with anti-PRSS55 antiserum (1:100 dilution) overnight at 4 °C. After three washes in PBS for 5 min each, Alexa Fluo 594-conjugated goat anti-mouse secondary antibody was added and allowed incubation for 1 h at room temperature. Nuclei were visualized by DAPI (Invitrogen) conterstain. Alexa Fluo 488-conjugated lectin peanut agglutinin (PNA, Molecular Probes) was used to label sperm acrosome. Slides were mounted in fluorescence mounting medium (DAKO, Glostrup, Denmark), coverslipped and examined under a fluorescence microscope (Nikon Eclipse 90i).

### Male fertility evaluation

Adult male mice of three genotypes (*n* ≥ 5 males each group) were caged with wt females at a 1:2 male to female sex ratio for a month. Plugs were checked every day and plugged females were removed and replaced with new ones. The number of total females, plugged females, litters and offsprings was counted to calculate the frequency of copulatory plug (FCP) and frequency of conception (FC). The in vivo fertilization rate was also used to evaluate the fertility of males. wt and *Prss55*-KO males (*n* ≥ 5 males each group) were mated with wt females superovulated by intraperitoneal injection of 5 units of pregnant mare serum gonadotrophin (PMSG) followed by 5 units of human chorionic gonadotropin (hCG) 46–48 h later. The oviducts of plugged females were excised 45 h after hCG injection and the oocytes as well as the 2-cell embryos were recovered. The percentage of the 2-cell embryos was regarded as in vivo fertilization rate.

### Sperm migration in the female reproductive tract

Sperm migration in the female reproductive tract was assayed by counting sperm present in the oviduct 3.5 h after coitus and by tracing the migration of EGFP-expressing sperm from uterus into oviduct under the stereomicroscope SMZ1500 (Nikon) under excitation light. EGFP-expressing *Prss55*-KO males (*Prss55*^−*/*−^*EGFP*^*tg/*+^) were generated by crossing *Prss55*^−*/*−^ females with pAcr-SP-NTP-EGFP transgenic mice [27] followed by mating between siblings.

### Computer-assisted semen analysis (CASA)

Parameters of sperm motility were quantified by CASA using an integrated visual optical system software (Hamilton-Thorne Biosciences). The procedures of the detection method have been previously described [16].

### Acrosome reaction and activity of acrosomal enzymes

Sperm from the cauda epididymides were capacitated in TYH medium with 0.4% BSA at 37 °C for 1 h. Calcium ionophore A23187 (Sigma) at a final concentration of 10 μM was used to induce AR. The occurrence of AR was examined by PNA staining of sperm smears. The activity of acrosomal enzymes released by AR was assayed using different fluorescent substrates: 4-methylumbelliferyl phosphate (MUP), t-butyloxycarbonyl (Boc)-Ala-Gly-Pro-Arg-4-methylcoumaryl-7-amide (MCA) (AGPR), Boc-Val-Pro-Arg-MCA (VPR), and Boc-Leu-Thr-Arg-MCA (LTR). The reaction mixture with MUP substrate was consisted of 25 mM citric acid (pH 4.5), 0.03 mg/ml MUP, and an appropriate amount of acrosomal enzymes, and the reaction was terminated by addition of equal volume of 0.4 M glycine (pH 10.4). The reaction mixture with the other substrates was consisted of 50 mM Tris·HCl (pH 8.0), 10 μM substrate, and an appropriate amount of acrosomal enzymes, and the reaction was terminated by the addition of three volumes of 0.1 M acetate buffer (pH 4.3). The fluorophores released after enzymatic reaction were detected with excitation at 380 nm and emission at 460 nm.

### Sperm–egg binding assay and assessment of PRSS55 on sperm–egg binding ability

ZP-intact oocytes were obtained by treating the oocyte-cumulus complexes (OCCs) isolated from superovulated females with 0.01% (w/v) hyaluronidase (Sigma). ZP-free oocytes were obtained by further treating the ZP-intact oocytes with acidic Tyrode solution (Sigma). ZP-intact and ZP-free oocytes were incubated with capacitated cauda epididymal sperm for 30 min and sperm–egg binding was observed using an IX71 microscope (Olympus, Tokyo, Japan). The antibody blocking assay was performed as previously described [28, 29] with minor modifications. Briefly, different volumes of PRSS55 antibody (1, 2, and 3 μl) or pre-immune serum (0, 1, 2, and 3 μl) were pre-incubated with zona-intact or zona-free oocytes for 30 min in M16 medium and then the capacitated sperm were added to co-incubate for another 30 min in 200 μl drops of M16 medium and sperm–egg binding was observed using an IX71 microscope (Olympus, Tokyo, Japan).

### In vitro fertilization (IVF) assay

Cauda epididymal sperm were freshly isolated and incubated in human tube fluid (HTF) medium [30] with 0.4% BSA at 37 °C under 5% CO_2_ in air for 1 h to allow capacitation. OCCs were isolated from superovulated female mice 14 h after hCG injection and placed in a 200 μl drop of HTF medium. An aliquot of capacitated sperm from wt and *Prss55*^−*/*−^ males was mixed with OCCs and incubated at 37 °C under 5% CO_2_. After 6 h, oocytes were washed and transferred to potassium simplex medium (KSOM) [31] for culture to later stages. The percentage of the 2-cell embryos examined 24–30 h later was regarded as IVF rate.

### Microarray analysis

Total RNAs were extracted from testes of wt and *Prss55*^−*/*−^ mice (*n* = 3 each genotype, 6–8 weeks old), purified using RNeasy mini kit (Cat#74106, Qiagen, GmBH, Germany) following the manufacturer’s instructions and checked for an RIN number to inspect RNA integration by an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, USA). The sample labelling, hybridization, staining and scanning procedures were carried out at the National Engineering Research Center of Shanghai using the whole mouse genome oligo microarray (4 × 44 k, Agilent). The experimental data were normalized by quantile algorithm, Gene-Spring software GX 12.6.1 (Agilent). The differentially expressed (DE) transcripts were determined based on Student’s *t* test (*P* < 0.05) and fold change. All DE genes were clustered by Hierarchical Clustering method. Original data are available in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) website (Accession Number GSE107350).

### Statistical analysis

All data are expressed in terms of mean values ± standard error (SE) (*n* ≥ 3), unless otherwise stated. The differences between two groups were analyzed using two-tailed Student’s t test. For all the statistical tests, *p* values less than 0.05 were considered statistically significant.

## Results

### PRSS55 is a GPI-anchored membrane protein specifically expressed in adult mouse testis

The tissue expression profile of *Prss55* in the mouse was examined by both semi-quantitative and real-time RT-PCR. cDNAs were prepared from 16 mouse tissues including cerebrum, cerebellum, lung, thymus, heart, spleen, liver, pancreas, small intestine, kidney, skeletal muscle, gall bladder, ovary, uterus, epididymis, and testis. A unique transcript of mouse *Prss55* was detected exclusively and dominantly in testis (Fig. 1a). The appearance of *Prss55* mRNA and protein in the testis synchronized with the testicular maturation, being detected around 4 weeks old or later (Fig. 1b, c). PRSS55 protein could also be found in the epididymis but different from that in testis, presented as three protein bands with different molecular sizes (Fig. 1c), suggesting a possibility that PRSS55 protein may be modified or cleaved in epididymis. Western blot analysis of the proteins from different fractions of testicular cells reveals that PRSS55 exclusively presented in the membrane fraction (Fig. 1d). Moreover, PRSS55 was GPI-anchored in the testicular cells, since it could be released by PI-PLC treatment, just like uPAR, a known GPI-anchored protein in testis (Fig. 1e).

**Fig. 1:**
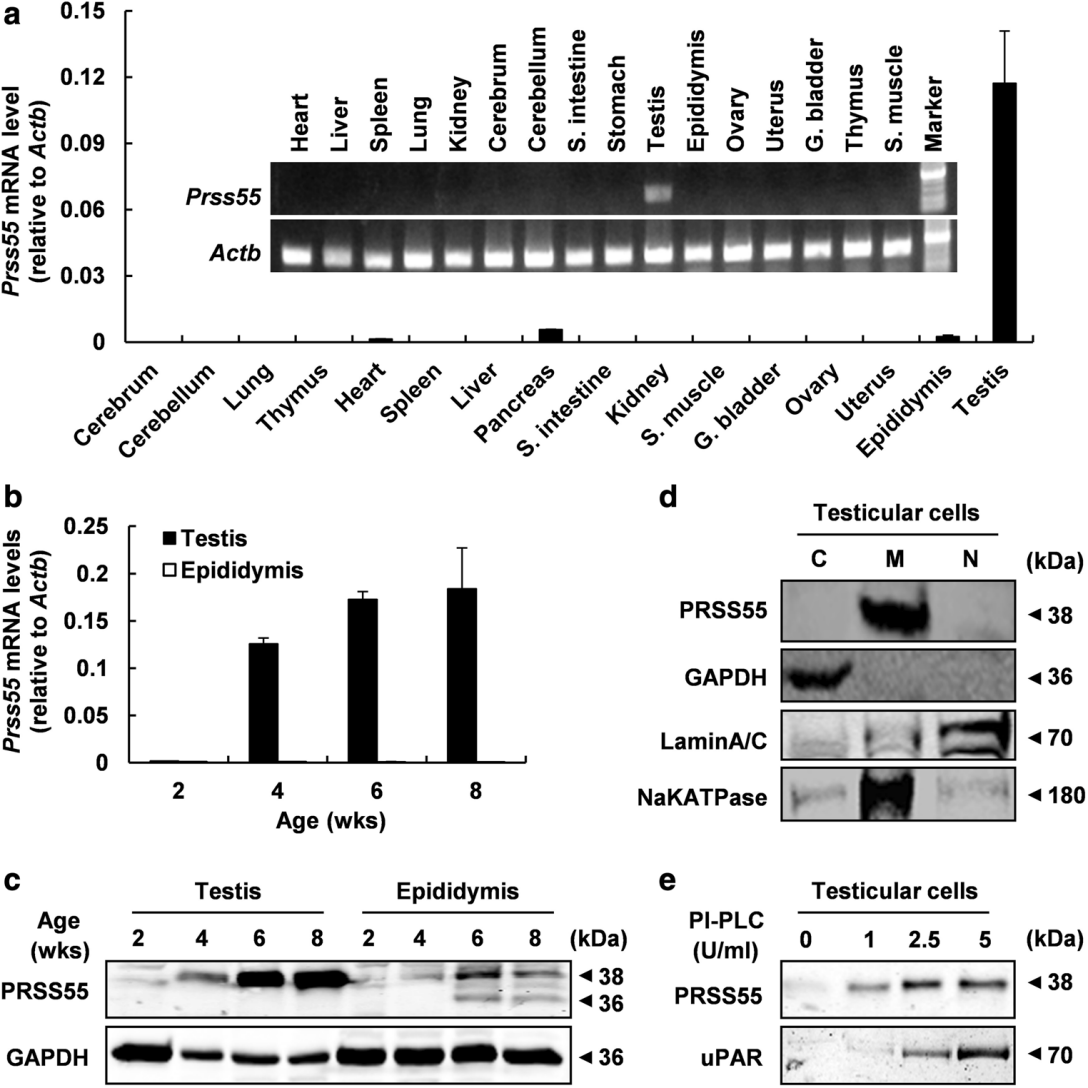
PRSS55 is a GPI-anchored membrane protein specifically expressed in adult mouse testis. **a** Tissue expression profile of *Prss55* mRNA in adult mice is shown by semi-quantitative and real-time quantitative RT-PCR. *Actb* serves as an internal control. Bar chart shows mean ± SE values from three replicates. **b** *Prss55* mRNA relative to *Actb* levels in the testis and epididymis of the mice at the indicated age. Bar chart shows mean ± SE values from three replicates. **c** PRSS55 protein levels in the testis and epididymis of the mice at the indicated age, and GAPDH as a loading control are shown. **d** The protein levels in cytoplasmic (C), membrane (M) and nuclear (N) subfractions of adult mouse testicular cells were analyzed by Western blot. GAPDH, LAMIN A/C and NaKATPASE represent cytoplasmic, nuclear and membrane fractions, respectively. **e** The intact testicular cells from adult mice were treated with the indicated concentrations of PI-PLC, and the supernatants were collected for Western blot analysis. uPAR was detected as a positive control for GPI-anchored protein

The subcellular localization of PRSS55 as a GPI-anchored membrane protein was further supported by the evidences from in vitro studies. *pEGFP*-*Prss55* vector was constructed to express a PRSS55-EGFP fusion protein in which EGFP was fused at the C-terminus of the full-length PRSS55 protein. After transient transfection into HEK293 cells, EGFP signals from the cells transfected with *pEGFP*-*Prss55* construct were mainly localized on the cell membrane, in contrast to the EGFP protein alone (Supplementary Fig. S2a). Total lysates of transfected cells were subjected to western blot analysis using anti-PRSS55 antiserum. Two specific protein bands were detected: one was approximately 63 kDa, corresponding to the molecular size of PRSS55-EGFP fusion protein; the other was approximately 38 kDa, probably a GPI-anchored protein (Supplementary Fig. S2b), since it is also released into supernatant by PI-PLC treatment. These data suggest that PRSS55 is a GPI-anchored membrane protein when expressed in HEK293 cells. In addition, PRSS55 in mature sperm could also be released by PI-PLC treatment (Supplementary Fig. S2c).

### Generation of *Prss55*-KO mice

To explore the physiological function of PRSS55 in vivo, *Prss55*-KO mice were generated using a standard homologous recombination strategy (Fig. 2a). The homologous recombination in ES cells and the three genotypes of the offspring were verified by PCR analysis of genomic DNA (Fig. 2b, c). The absence of PRSS55 expression was confirmed at both RNA and protein levels by semi-quantitative RT-PCR (Fig. 2d), Western blotting (Fig. 2e) and IF analysis (Supplementary Fig. S3).

**Fig. 2:**
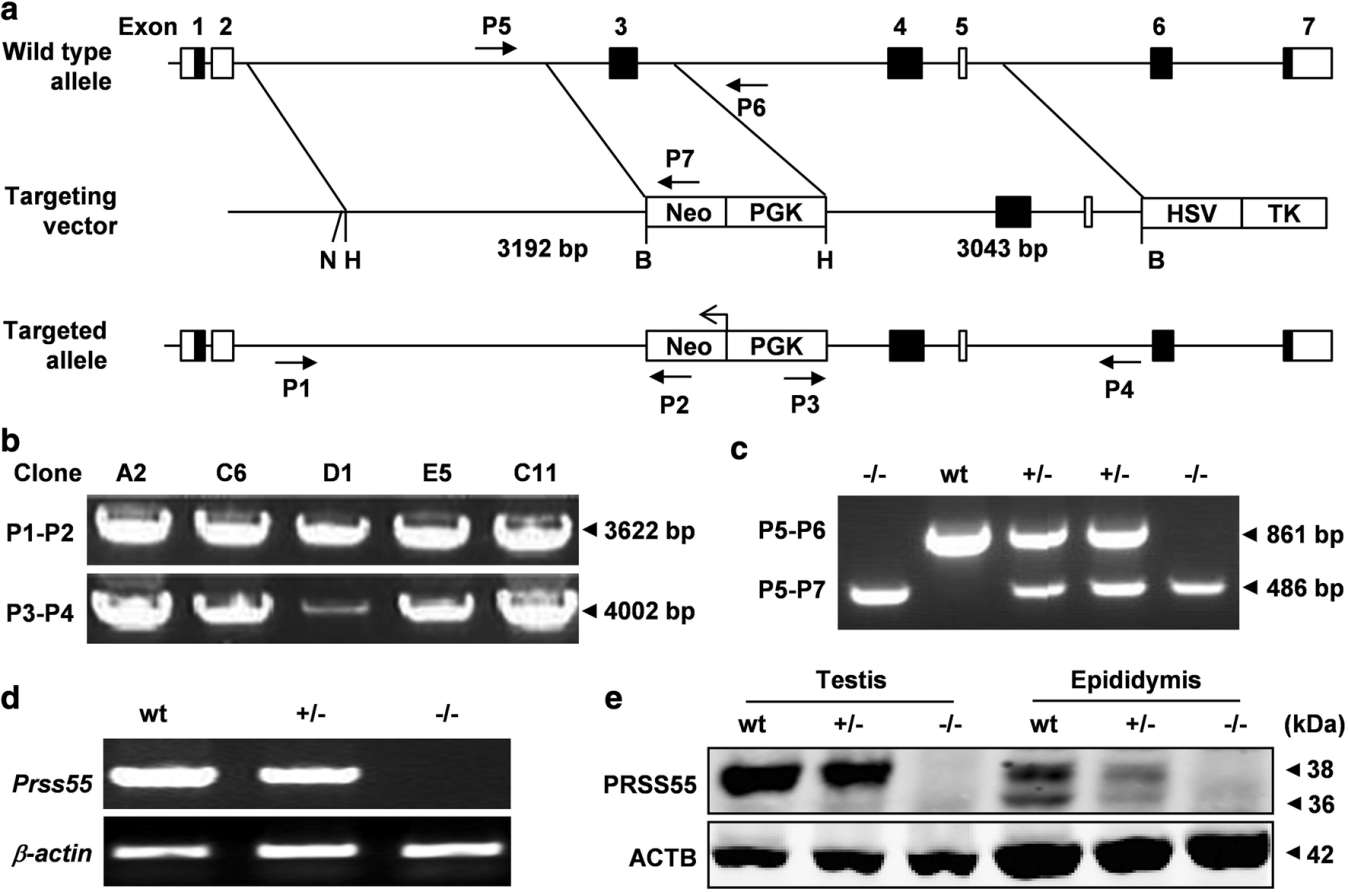
Generation of *Prss55*-KO mice. **a** The targeting strategy for disruption of the mouse *Prss55* gene. The boxes in black represent the exons with coding region. The targeting vector contains 3192 bp of 5′ and 3043 bp of 3′ homologous fragments. PGK-Neo and HSV-TK were used for positive and negative selections, respectively. P1-P7, the primers for genotyping and their relative positions, are indicated. N, *Not*I; H, *Hind*III; B, *Bam*HI. **b** PCR on genomic DNA from ES cell clones was performed using the primers P1 and P2 for the 5′ arm and P3 and P4 for the 3′ arm. **c** Triple primer PCR on mouse tail genomic DNA was performed using primers P5-P7 as routine genotyping of mice. The expected size of PCR products (arrowheads) is shown on the right of the images. **d** RT-PCR for the expression of *Prss55* mRNA in the testis of adult mice with three different genotypes. *Actb* was used as an internal control. **e** Western blot analysis of PRSS55 protein in the testis and epididymis of adult mice with three different genotypes. ACTB was used as a loading control

### Male infertility and impaired in vivo sperm migration in the female genital tract caused by *Prss55* disruption

We first assessed the fertility of *Prss55*-KO mice to determine whether PRSS55 was involved in the regulation of reproduction. Intercrossing of heterozygous mice produced the offsprings following Mendelian inheritance and showing grossly normal development. However, intercrossing of *Prss55*-null males with wt females did not produce any offspring (Table 1), despite normality in plug formation (FCP = 52.6%). In parallel, mating of wt or *Prss55*^+*/*−^ males with wt females during the same period produced 106 and 92 offspring, respectively. The FCP of the wt and *Prss55*^+*/*−^ males was 66.7 and 71.4%, and the FC was 100 and 80%, respectively. On the other hand, the fertility of *Prss55*^−/−^ females was not affected when they were mated with wt or *Prss55*^+/−^ males. The breeding records indicate that 31 heterozygous mice were produced by four *Prss55*^−*/*−^ females mated with wt male mice and 63 mice (33 heterozygous and 30 homozygous mice) were produced by eight *Prss55*^−*/*−^ females mated with *Prss55*^+*/*−^ males. The average litter size of *Prss55*^−*/*−^ females mated with wt and *Prss55*^+*/*−^ males was 7.75 and 7.88, respectively. Together, these data indicate that *Prss55* deficiency in mice leads to male infertility but not female infertility, consistent with the testis-specific expression pattern of PRSS55.

**Table 1:** Targeted disruption of *Prss55* leads to male infertility in mice

Male mice	Females	Plugs	Litters	Offsprings (M/F)	FCP (%)	FC (%)
wt (*n* = 5)	21	14	14	106 (61/45)	66.7	100
*Prss55* ^+ */*−^ (*n* = 5)	21	15	12	92 (48/24)	71.4	80
*Prss55* ^− */*−^ (*n* = 6)	19	10	0	0	52.6	0

FCP = (plugs/females) × 100%; FC = (litters/plugs) × 100%

*FCP* frequency of copulatory plug, *FC* frequency of conception, *M* male, *F* female

To further confirm the phenotype of male infertility of *Prss55*-KO mice, we performed the analysis of in vivo fertilization rate. The wt and *Prss55*^−*/*−^ males were mated with superovulated wt females and the fertilized oocytes were recovered from the oviducts 45 h after hCG injection. The in vivo fertilization rate calculated as the percentage of the 2-cell embryos was 82.9% in wt mice and 4.1% in mutant mice (Fig. 3a), suggesting that the infertility of *Prss55*^−*/*−^ males was mainly due to the fertilization defects but not due to the developmental disability of the embryos.

**Fig. 3:**
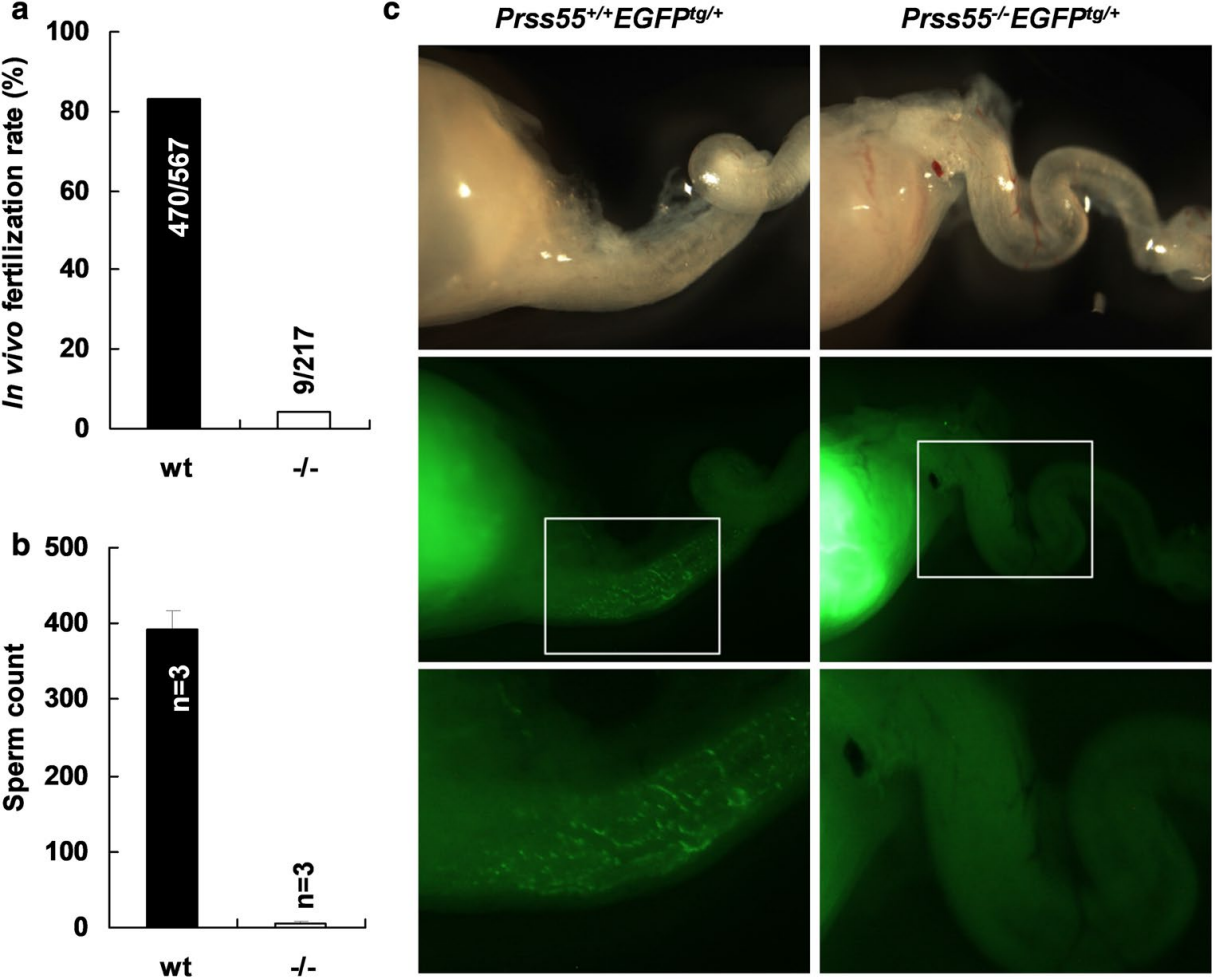
*Prss55*-deficiency dramatically reduces fertilization rate and the defect in sperm migration into oviduct in vivo. **a** wt and *Prss55*^−*/*−^ male mice were mated with superovulated wt females and oocytes were recovered from plugged females. The numbers marked in or above each column represent the total 2-cell embryos/total oocytes obtained from several experiments. **b** Sperm count in the oviduct 3.5 h after coitus. The oviducts of three plugged females each group were dissected and the sperm in the oviducts were flushed out and counted under light microscope. **c** EGFP-expressing wt (*Prss55*^+*/*+^*EGFP*^*tg/*+^) and *Prss55*^−*/*−^ (*Prss55*^−*/*−^*EGFP*^*tg/*+^) males were mated with wt females. The uterus and oviduct were visualized under fluorescence microscope 3.5 h after coitus. Boxed areas in the middle images are enlarged as the bottom ones

To address the underlying causes of the dramatically decreased in vivo fertilization rate of *Prss55*^−*/*−^ males and thus male infertility, we evaluated the in vivo sperm migration in the female genital tract by counting sperm present in the oviduct 3.5 h after coitus and by tracing the migration of EGFP-expressing sperm from uterus into oviduct. As shown in Fig. 3b, more than 300 wt sperm were recovered from the oviduct of females mated with wt males, while less than 10 *Prss55*^−*/*−^ sperm were recovered under the same experimental procedures. The EGFP-expressing sperm with wt *Prss55* alleles were obtained from pAcr-SP-NTP-EGFP transgenic mice [27] and the EGFP-expressing sperm with *Prss55*-KO alleles were obtained from mice generated by crossing *Prss55*^−*/*−^ females with pAcr-SP-NTP-EGFP transgenic males followed by mating between siblings. In vivo tracing of the EGFP-expressing *Prss55*^−*/*−^ sperm (*Prss55*^−*/*−^*EGFP*^*tg/*+^) showed that *Prss55*^−*/*−^ sperm were mainly confined in the uterus after they were ejaculated and were hardly able to enter the oviduct, in contrast to the distribution of the EGFP-expressing wt sperm (*Prss55*^+*/*+^*EGFP*^*tg/*+^) in the oviduct (Fig. 3c). Both these data demonstrate that sperm from *Prss55*^−*/*−^ males are impaired in migration from uterus into oviduct in vivo.

### *Prss55* disruption results in defective sperm–egg binding but normal fertilization rate in vitro

To understand the underlying causes of male infertility of *Prss55*^−*/*−^ mice, we first performed pathological analyses of testis and epididymis tissues from mice of three different genotypes. H&E staining reveals that sperm are almost normally produced in the testis and transported through the epididymis (Supplementary Fig. S4a). And there is no significant difference in the ratio of testis/body weight between wt and *Prss55*^−*/*−^ mice (Supplementary Fig. S4b, *p* = 0.62, *n* = 5 each group). The morphology of sperm evaluated by H&E staining and TEM suggested that the gross morphology and the ultrastructures of *Prss55*^−*/*−^ sperm were similar to those of wt sperm (Supplementary Fig. S4c). Moreover, we assessed the motility of sperm isolated from the cauda epididymis by CASA and no significant differences in the movement characteristics were identified between wt and *Prss55*^−*/*−^ sperm (Supplementary Table S2). The sperm acrosome is a sac-like structure surrounded by inner and outer acrosomal membranes. AR causes the exocytosis of sperm acrosomal contents, especially enzymes that facilitate sperm to penetrate the ZP and fertilize the egg [32]. Thus, the inducibility of AR is an important indicator for evaluating the fertilizing capability of sperm. Here, we used a calcium ionophore, A23187, to induce AR and evaluated the status of acrosome by PNA staining. The results show that the inducibility of AR is comparable between wt and *Prss55*^−*/*−^ sperm (Supplementary Fig. S4d). Moreover, the activity of acrosomal enzymes released by the induction of AR was examined by four different substrates. There were also no significant differences existed between wt and *Prss55*^−*/*−^ sperm (Supplementary Fig. S4e-h). All these above-mentioned data suggest that the infertility of *Prss55*^−*/*−^ males is probably irrelevant to the sperm production, sperm morphology, sperm motility, AR, and the activity of acrosomal enzymes.

Next, we performed the IVF assay to see whether the fertility of the *Prss55*^−*/*−^ sperm in vitro was disturbed or not. Notably, we observed severe defects of *Prss55*^−*/*−^ sperm in recognition/binding to either zona-intact or zona-free oocytes in vitro, compared to the wt controls (Fig. 4a). In contrast to the dramatically lower in vivo fertilization rate of *Prss55*^−*/*−^ males (Fig. 3a), the IVF rate of *Prss55*^−*/*−^ sperm was comparable to that of wt sperm (Fig. 4b). These findings suggest that *Prss55* deficiency in mice impairs not only the in vivo migration ability but also the in vitro sperm–egg recognition/binding of the sperm.

**Fig. 4:**
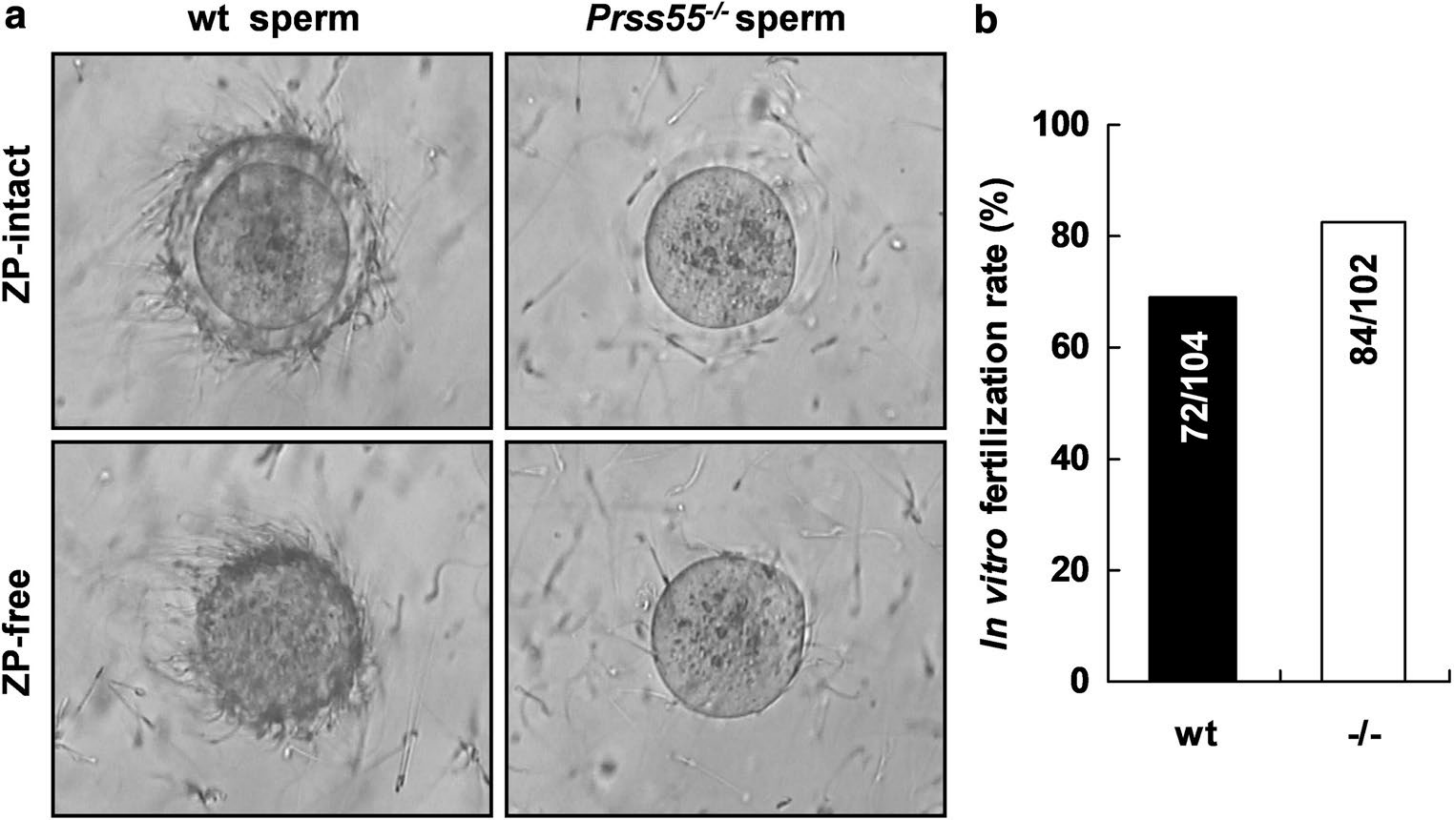
*Prss55* disruption results in defective sperm–egg binding but normal fertilization rate in vitro. **a** Zona-intact and zona-free eggs were incubated with capacitated wt or *Prss55*^−*/*−^ sperm in vitro. *Prss55*^−*/*−^ sperm show severe defects in recognition/binding to either zona-intact or zona-free oocytes. One representative experiment out of three is shown. **b** IVF rate is compared between wt and *Prss55*^−*/*−^ sperm. The numbers indicated in each column are the total oocytes developed to 2-cell stage and the total oocytes incubated with sperm at the beginning of the fertilization assays from several experiments

To clarify how PRSS55 functions in sperm–egg recognition/binding, we further investigated the subcellular localization of PRSS55 in mature sperm. PRSS55 was detected at the acrosomal region by IF analysis. PNA, which binds to the outer acrosomal membrane of non-acrosome-reacted sperm, was used as a probe to indicate the acrosomal region of sperm (Supplementary Fig. S5). In addition, unlike the soluble acrosomal protein Acr-EGFP, PRSS55 could not be completely released by A23187-induced AR. ADAM2 and Acr-EGFP represent typical cell surface and soluble acrosomal proteins, respectively, and they served as controls (Supplementary Fig. S6a). When the sperm suspension was treated with different concentrations of proteinase K, PRSS55 could be released into supernatant, with a similar pattern to that of the membrane protein ADAM2, whereas the intracellular protein Acr-EGFP remained inside the sperm (Supplementary Fig. S6b). These data indicate that PRSS55 is a sperm-surface membrane protein in mature sperm. Proteinase K digestion of testicular cells also suggests that PRSS55 is a cell-surface protein (Supplementary Fig. S6c). However, anti-PRSS55 serum was unable to block the binding of wt sperm with either zona-intact or zona-free oocytes (Supplementary Fig. S7), suggesting that PRSS55 may be indirectly involved in sperm–egg binding.

### *Prss55* deficiency impedes ADAM3 maturation and differentially expressed genes are identified by microarray analysis

The defects of in vivo migration from uterus into oviduct and in vitro sperm–egg recognition/binding discovered in the *Prss55*^−*/*−^ sperm prompted us to examine the expression level of mature ADAM3 in the cauda epididymal *Prss55*^−*/*−^ sperm, since many gene knockout mice sharing these phenotypes showed impaired maturation or aberrant distribution of mature ADAM3 in sperm. As illustrated in Fig. 5b, mature ADAM3 is nearly absent from the *Prss55*^−*/*−^ sperm, while its precursor form expressed in the testis is almost unaffected. We also examined the expression level of ADAM2, a closely related ADAM family member to ADAM3, and found that its maturation was not affected by *Prss55* deficiency (Fig. 5a). In addition, the protein levels of CLGN, PDILT, TEX101, tACE, and PRSS37 were also found to be normal in the testes of *Prss55*^−*/*−^ males (Fig. 5a). Moreover, no evidence for the interaction of PRSS55 with ADAM3 and tACE was found (Fig. 5c–e) in the mouse testis and PRSS55 was not a substrate of tACE (Supplementary Fig. S8b). Since *Prss37*-KO mice show similar phenotype with *Prss55*^−*/*−^ mice [16], we further examined the expression of PRSS55 in the testis and sperm of *Prss37*^−*/*−^ males to see whether PRSS37 functioned upstream of PRSS55. The results showed that PRSS55 protein levels were not significantly changed by *Prss37* deficiency (Supplementary Fig. S8a, c). These data suggest that *Prss55* deficiency in mice affects the maturation of ADAM3 in sperm and the disappearance of mature ADAM3 in *Prss55*^−*/*−^ sperm is not caused by abnormal expression of ADAM2, CLGN, PDILT, TEX101, tACE, and PRSS37, although the involvement of other proteins in this process and their relationship with PRSS55 remain to be determined.

**Fig. 5:**
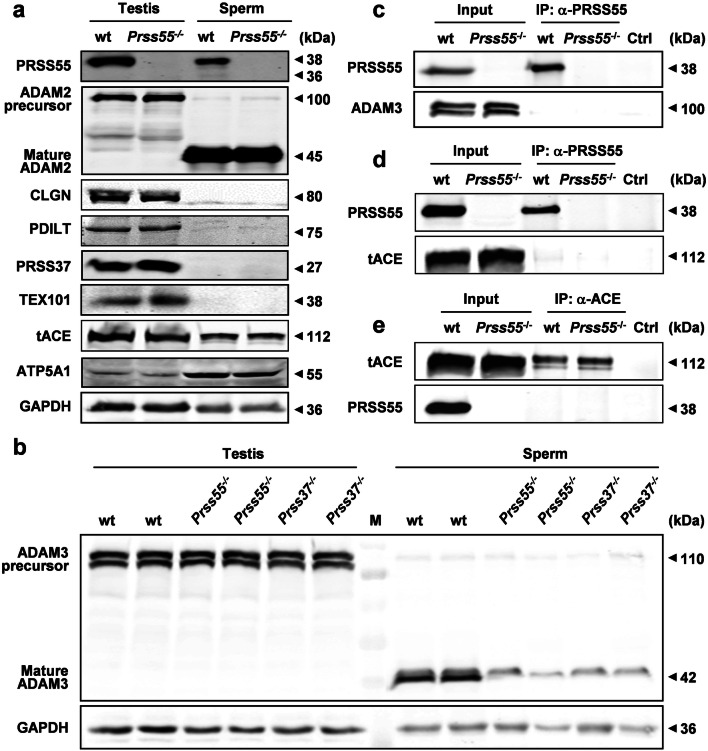
*Prss55* deficiency impedes ADAM3 maturation with no effects on the related proteins as marked. **a** The total lysates of testis and sperm were subjected to immunoblot analysis using the indicated antibodies. No significant differences between wt and mutant mice in protein levels are shown. ATP5A1 and GAPDH are used as loading controls. **b** Western blot analysis of ADAM3 precursor and mature ADAM3 in the testis and sperm of wt, *Prss55*^−*/*−^ and *Prss37*^−*/*−^ mice. GAPDH is used as a loading control. **c**, **d**, **e** Testicular cell extracts from wt and *Prss55*^−*/*−^ mice were immunoprecipitated and probed with antibodies against ADAM3, PRSS55, and tACE. Testicular cells lysates were loaded as the input control. No evidence for the interaction of PRSS55 with ADAM3 and tACE was found

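Total RNA from the testes of 3 wt and 3 *Prss55*-/- mice aged 6 to 8 weeks was hybridized to the whole mouse genome oligo microarray, 1 array per mouse, with a single dye. Each array has 43379 spots that are not controls, and these make up 41174 different probes of 60 nucleotides. The authors deposited the scanner output of each array, in which the processed signal of a spot is a linear intensity already corrected for background within the array but not normalized between arrays. Between 69.6% and 72.9% of the spots lay well above background on the *Prss55*-/- arrays (median 72.5%), and between 69.5% and 71.4% on the wt arrays (median 70.8%), with 0 saturated spots on every array. The log2 values of the processed signal were quantile-normalized over the 6 arrays, the normalization the paper's methods name, and spots of 1 probe were averaged. The 28606 probes well above background on all 3 arrays of at least 1 genotype were tested with limma, and p values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision. The 3 *Prss55*-/- arrays were on 1 slide and the wt arrays on 2 other slides, so that no slide held both genotypes.

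The targeted gene is measured by 1 probe, which the array files place on chromosome 14 from 64694275 to 64694333 without naming a genome build. Its normalized log2 signal was 14.98 ± 0.085 (SD, n = 3) in *Prss55*-/- testis and 15.89 ± 0.12 (SD, n = 3) in wt testis. The difference of -0.90 (standard error 0.080, limma adjusted p = 0.00995) is larger than the spread within either genotype, and every *Prss55*-/- array lay below every wt array (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With 1 array left out in turn, the limma adjusted p rose to 0.059 without *Prss55*-/- replicate 2, 0.070 without *Prss55*-/- replicate 3 and 0.063 without wt replicate 1. The probe was well above background on all 6 arrays, and 24 of its bases are the reverse complement of the reverse primer for the full-length coding sequence in Table S1, so it lies at the end of the coding sequence.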

Microarray analysis of total testis RNAs from wt and *Prss55*^−*/*−^ mice (*n* = 3 each group) was performed to identify DE genes (*p* < 0.05, *f*_c_ ≥ 2) caused by *Prss55* deficiency. 

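Over the 28606 probes tested, the median log2 difference between *Prss55*-/- and wt testis was 0.0031. Unadjusted p was below 0.05 for 5460 probes in limma, and 348 probes stayed below 0.05 after adjustment. Both an unadjusted p below 0.05 and a change of at least 2-fold were reached by 173 probes, of which 27 have no gene symbol in the array files.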

The volcano plot of the microarray data was shown in Supplementary Fig. S9. 

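Counted once per gene and without unnamed transcripts, 137 genes passed an unadjusted p below 0.05 and 2-fold in limma, 68 of them higher and 69 lower in *Prss55*-/- testis. With 75th percentile scaling in place of quantile normalization the count was 144, 88 higher and 56 lower. Background correction by normexp, which adds an offset to every signal, changed it by the largest ratio, to 50 genes with 22 higher and 28 lower, and testing all probes without a filter by the largest number, to 279. The methods' t-test on the same normalized values, in its form for equal spread, gave 97 genes, 51 higher and 46 lower. Its form for unequal spread, chosen after the values were seen, gave 70 genes, 45 higher and 25 lower. Without regard to the size of the change, 330 genes passed a limma adjusted p of 0.05, 157 through a probe that was higher and 175 through a probe that was lower in *Prss55*-/- testis, and with 75th percentile scaling 201 through a higher and 140 through a lower one. The total of 330 changed much with the array left out. It was 764 without *Prss55*-/- replicate 1, 63 without *Prss55*-/- replicate 2 and 37 without *Prss55*-/- replicate 3. It was 66 without wt replicate 1, 125 without wt replicate 2 and 371 without wt replicate 3. Fits with 1 array less have fewer samples, so the lower counts cannot tell how far the total depends on any single array. Losing a sample would by itself lower the count, so the rise to 764 shows that *Prss55*-/- replicate 1 held it down. The array weights of limma are low for arrays that depart from their group. They were lowest for that array (0.53) and wt replicate 3 (0.49), against 0.80 to 1.91 for the others. With slide as a random block in limma, 273 genes passed the adjusted p and 128 the other pair of thresholds.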

Results showed that a total of only 72 genes were disregulated in the testis of *Prss55*^−*/*−^ mice, with 47 genes up-regulated and 25 genes down-regulated (Fig. 6a), after eliminating those designated by NA and repeats detected by more than one probe. The information of these DE genes was listed in Supplementary Table S3. 

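Of the 72 genes of Table S3, 66 were found on the array by symbol and 2 by another symbol, and 67 of these had a probe bright enough to be tested. Unadjusted p below 0.05 and 2-fold in the direction of Table S3 were reached by 66 of the 67 in limma, the exception being *Zfp85os* at 1.99-fold. After adjustment over all tested probes 39 of the 67 genes stayed below 0.05, and adjusted over the list alone all 67 did, which is not independent evidence because the list was chosen on these samples. A further 71 genes passed the thresholds in limma without being in Table S3. The called genes were spread unevenly over the chromosomes. Chromosome 14, which holds *Prss55*, had 20 of them among its 605 tested genes against 4.99 expected (Fisher's exact test over genes, two-sided, odds ratio 4.65, p = 1.2e-07), and 10 of the genes of Table S3. Chromosome 15 had 17 called genes against 5.56 expected and chromosome 12 had 15 against 4.83. Chromosome 18 had 10 against 3.32, and chromosome 17 had 13 against 6.57 but 7 without wt replicate 2. Other chromosomes had fewer than expected, among them chromosome 11 (3 against 10.9), chromosome 1 (1 against 7.61) and chromosome 6 (1 against 6.95). Without *Prss55*-/- replicate 1 these were 7, 4 and 8. Chromosome X had 0 of 587 tested genes against 4.84 expected. It had 2 without *Prss55*-/- replicate 1, 1 without *Prss55*-/- replicate 2 and 1 without wt replicate 2. Chromosome 8 had 16 against 7.18 expected, a number that moved to 30 without *Prss55*-/- replicate 1, 7 without *Prss55*-/- replicate 2, 8 without *Prss55*-/- replicate 3, 5 without wt replicate 1 and 6 without wt replicate 2. Within 1 Mb of another called gene lay 55 of the 136 called genes with a position, against a mean of 25.4 in 10000 random sets of tested genes (one-sided permutation test over random gene sets, p = 1e-04, the smallest these sets can give). Without *Prss55*-/- replicate 1 the number within 1 Mb was 96, against 48.1 in random sets. Genes are not independent replicates in these tests.

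**Figure D1:**
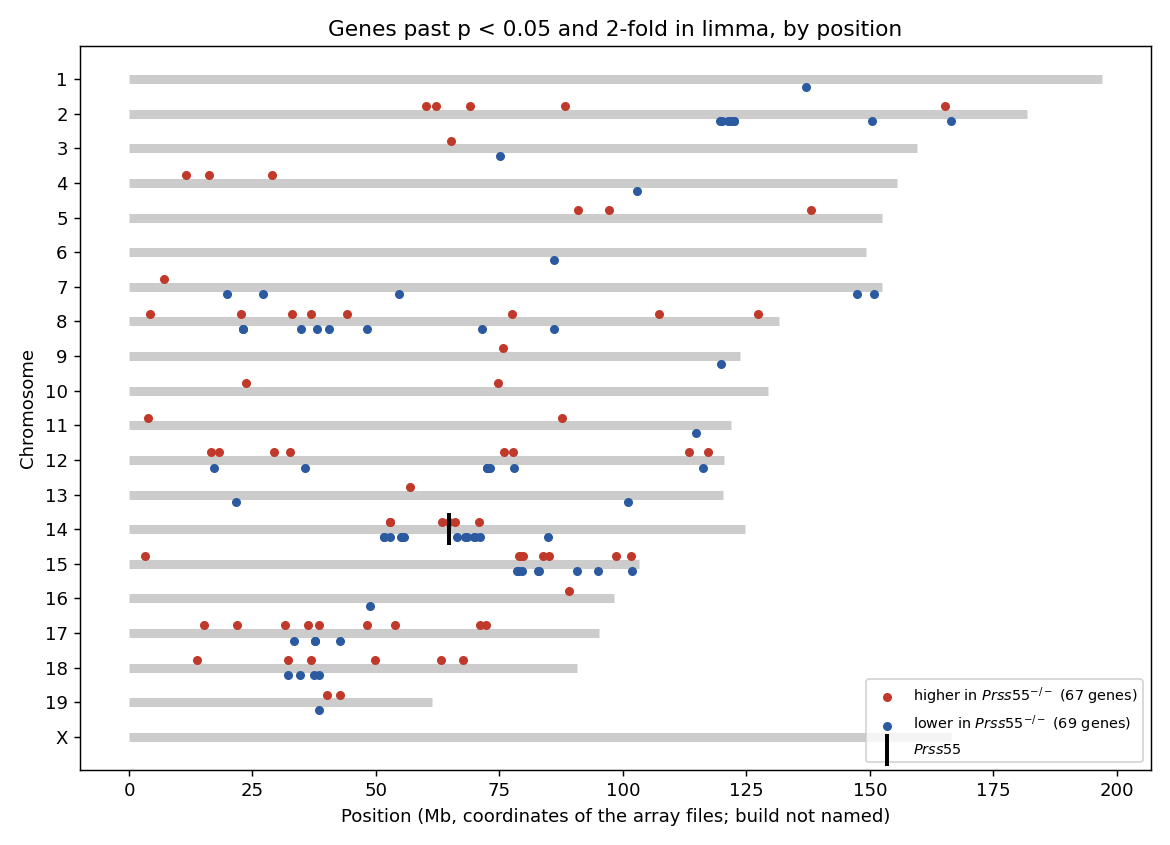
Positions of the genes past both thresholds in limma along each chromosome, in Mb of the array files' own coordinates. Red points above the bar are the 67 genes with a position that were higher in *Prss55*-/- testis, blue points below it the 69 that were lower, and the black bar on chromosome 14 marks *Prss55*. Points crowd on parts of chromosomes 2, 12, 14 and 15, and there are none on chromosome X.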

Gene ontology (GO) analysis of these DE genes suggested that most of these genes were associated with cellular membrane and organelle organization (48 genes), protein transport and complex assembly (36 genes), and response to stimulus and signaling (31 genes) (Fig. 6b), consistent with the dramatic structural changes and dynamic protein modifications in the spermatids during the highly regulated process of spermiogenesis. We used qRT-PCR to validate the microarray results. 

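On the arrays, *Hmgxb4*, *Greb1*, *Dlgap1* and *Pnoc* were higher and *Dock5* was lower in *Prss55*-/- testis. The *Greb1* probe, on chromosome 12, read 8.52 ± 0.054 (SD, n = 3) in *Prss55*-/- and 6.68 ± 0.060 in wt testis on the log2 scale, a difference of 1.84 (limma adjusted p = 0.00060). For *Dlgap1* on chromosome 17 the difference was 1.50 (limma adjusted p = 0.00060), from 8.14 ± 0.019 against 6.64 ± 0.049. *Pnoc* lies on chromosome 14, 1.33 Mb from *Prss55*, and differed by 1.02 (limma adjusted p = 0.0072), which rose to 0.057 without *Prss55*-/- replicate 3. The brightest *Hmgxb4* probe differed by 2.74 (limma adjusted p = 0.030), with 9.80, 11.06 and 11.07 on the 3 *Prss55*-/- arrays and 7.91 ± 0.076 in wt testis. Its adjusted p lay between 0.061 and 0.13 with *Prss55*-/- replicate 2, *Prss55*-/- replicate 3 or any wt array left out. The 2 further probes of *Hmgxb4* differed by 0.28 and 0.05, neither past the adjusted threshold. The 3 tested probes of *Dock5*, which lies 3.68 Mb from *Prss55* on chromosome 14, also gave unlike values. The differences were -2.07 on the brightest probe (limma adjusted p = 0.00060), -1.21 on another (limma adjusted p = 0.013) and -0.18 on the last (limma adjusted p = 0.23). For each of the 5 genes the brightest probe's *Prss55*-/- and wt values did not overlap.

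**Figure D2:**
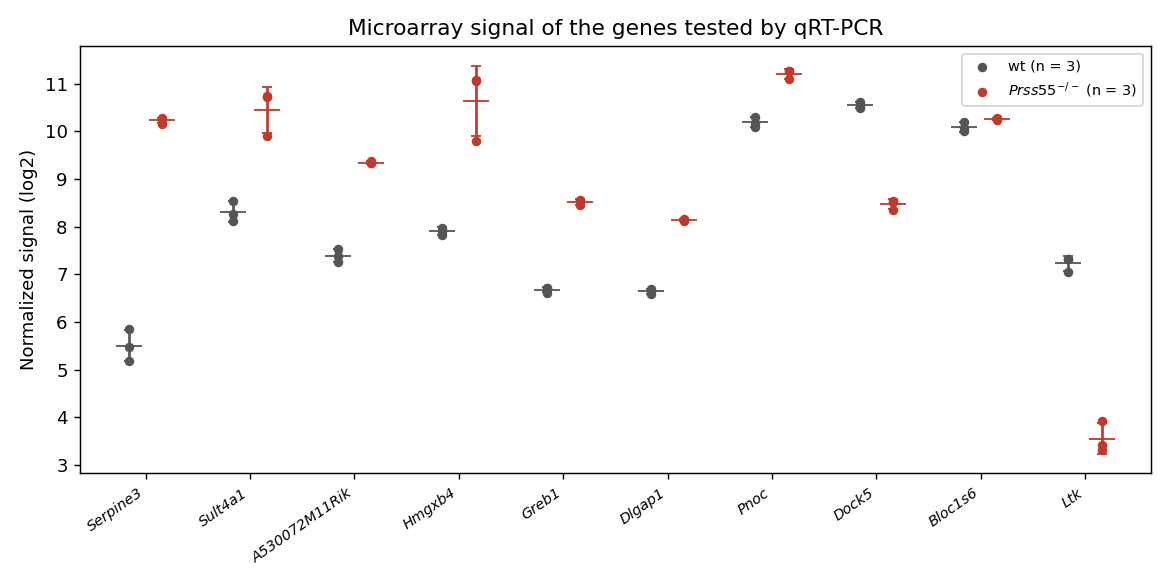
Quantile-normalized log2 signal of the brightest probe of *Serpine3*, *Sult4a1*, *A530072M11Rik*, *Hmgxb4*, *Greb1*, *Dlgap1*, *Pnoc*, *Dock5*, *Bloc1s6* and *Ltk* in the 3 wt (grey) and 3 *Prss55*-/- (red) arrays, with the mean as a horizontal line and the SD as a vertical bar. Levels of different probes are not comparable, and the *Ltk* signal in *Prss55*-/- testis is not well above background. The points of *Hmgxb4* spread most within *Prss55*-/- testis, from 9.80 to 11.07.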

The fold changes of ten genes (seven up-regulated genes and three down-regulated genes) examined by qRT-PCR are illustrated in Fig. 6c and were compared with the fold change data from the microarray analysis (Supplementary Table S4). Although the fold change values were not match exactly due to variations in the detection technology, the changing trends were basically consistent. 

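*Serpine3*, on chromosome 14 and 1.39 Mb from *Prss55*, had a log2 signal of 10.23 ± 0.060 (SD, n = 3) in *Prss55*-/- testis. In wt testis it was well above background on 2 of 3 arrays, with a measured mean of 5.50, so that only a bound can be given, at least 26.0-fold higher in *Prss55*-/- testis (limma adjusted p = 0.00060). For probes not well above background, the bound sets the dim genotype at the lowest signal called well above background on each array or at the probe's own signal, whichever is higher. *Sult4a1* on chromosome 15 differed by 2.13 on its brighter probe (10.44 ± 0.48 against 8.31 ± 0.22, limma adjusted p = 0.023). Its other probe was not well above background on any wt array and gave a bound of at least 17.0-fold higher (limma adjusted p = 0.0075). With 1 array left out in turn, the highest limma adjusted p of that probe was 0.053. *A530072M11Rik* on chromosome 4 differed by 1.96 (9.34 ± 0.022 against 7.38 ± 0.14, limma adjusted p = 0.00065). *Ltk* on chromosome 2 was not well above background on any *Prss55*-/- array and was at least 4.89-fold lower there (limma adjusted p = 0.0016). The probes of *Bloc1s6*, also on chromosome 2, disagreed. The brighter one differed by 0.18 (10.26 ± 0.018 against 10.08 ± 0.10, limma adjusted p = 0.21), while the other differed by -2.78 (6.63 ± 0.088 against 9.42 ± 0.18, limma adjusted p = 0.00064).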

Among the significantly regulated genes validated by qRT-PCR, Serpine3, Sult4a1 and A530072M11Rik were highly up-regulated while Bloc1s6 and Ltk were highly down-regulated. The fold changes of these genes were 198.85, 13.45, 6.55, − 4.82 and − 8.01, respectively. However, the mechanisms by which the disruption of *Prss55* affects the expression of these genes and how they play in the male fertility remain to be investigated.

**Fig. 6:**
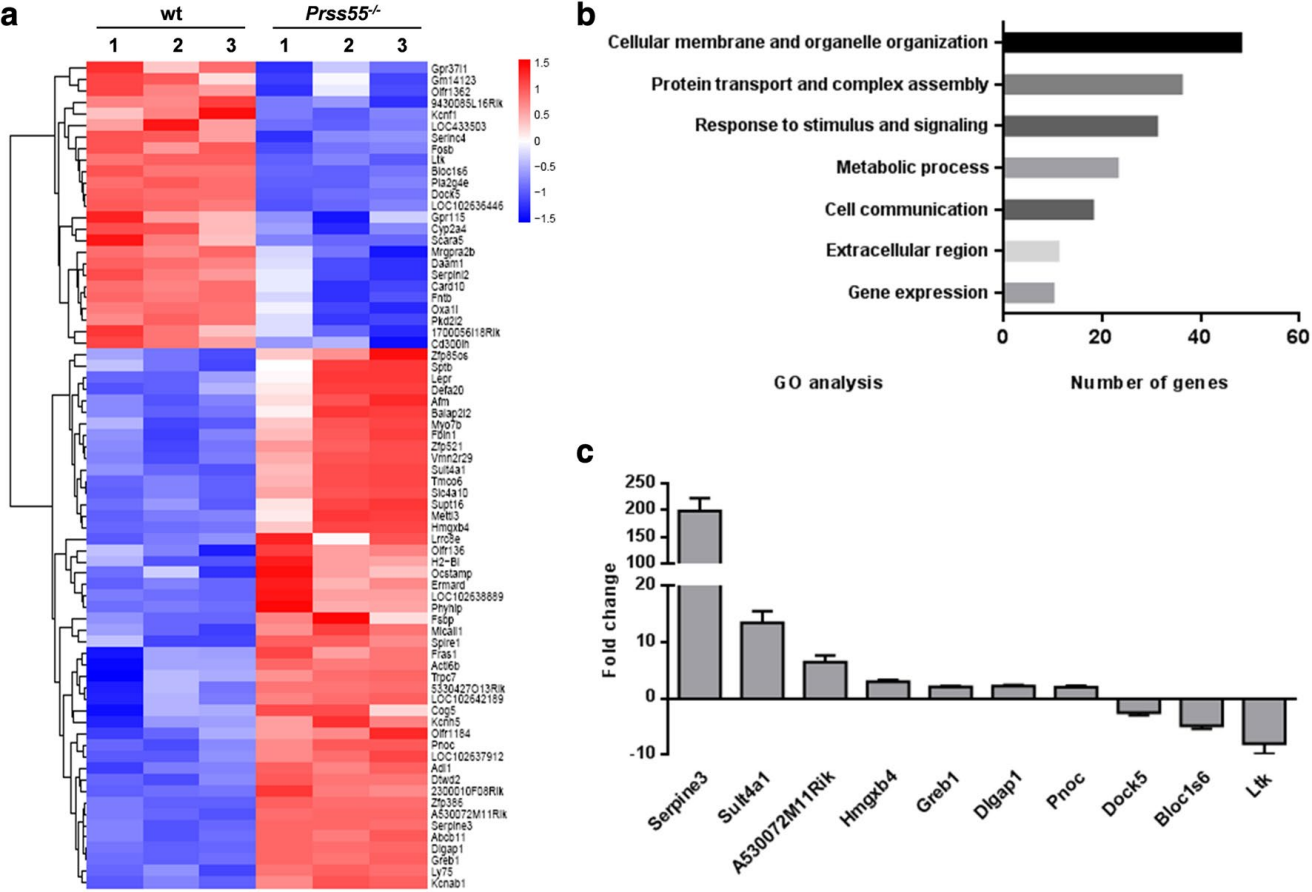
Differentially expressed genes in the testis of *Prss55*^−*/*−^ mice identified by microarray analysis. **a** Total RNA extracted from the testes of three pairs of wt and *Prss55*^−*/*−^ mice were used for gene expression analysis using whole mouse genome 4 × 44 k microarray (Agilent Technologies). A total of 72 genes were identified to be differentially expressed significantly (*p* < 0.05, *f*_c_ ≥ 2), which are displayed as the heat map. **b** GO analysis of the 72 DE genes, which primarily clustered into 7 functional groups with varied numbers. **c** Fold changes of ten genes (seven up-regulated and three down-regulated genes) were examined by qRT-PCR. The housekeeping gene *Actb* was used for expression normalization. Bar chart shows mean ± SE values of six mice

## Discussion

In the present study, we have demonstrated that *Prss55*, a member of the serine protease family, is a GPI-anchored membrane protein not only in testicular cells, but also in cultured cells and sperm. Its deficiency in mice results in male infertility with impaired sperm migration from uterus into oviduct and defective sperm-zona and sperm–egg recognition/binding. However, the mating activity, sperm production, sperm morphology, sperm motility, inducibility of AR, activity of acrosomal enzymes and in vitro sperm fertility were almost normal compared to those of wt controls. These phenotypes of *Prss55*^−*/*−^ male mice were quite similar to other gene-KO mouse models described previously, including *Prss37*-KO mice. The main difference between PRSS37 and PRSS55 is that PRSS37 is lost during late steps of spermiogenesis, whereas PRSS55 remains present in the mature sperm. However, disruption of each of them does not affect the expression level of the other in testis and sperm (Supplementary Fig. S8a) and even during the epididymal sperm maturation process (Supplementary Fig. S8c), suggesting that they are independent of each other and both of them are upstream of a downstream target(s), such as ADAM3.

ADAM3 undergoes posttranslational modification during the epididymal transit and is located at the acrosomal membranes of the sperm [33]. The maturation process of ADAM3 is very complicated that many genes have been reported to be involved in this process. The impaired maturation of ADAM3 on the sperm membrane is another common feature of the above mentioned gene-KO mice. Up till now, the mechanism by which the mature form of ADAM3 decreases in the sperm of these gene-KO mice remains unclarified. Precursor ADAM3 has been reported to be interacted with CLGN [34], CALR3 [5], and PDILT [13] on the ER membrane, and with ADAM2 [35], ADAM6 [36] and TEX101 [17] on the surface of mouse testicular germ cells. And TEX101 is a substrate of tACE. When TEX101 remained on sperm by ACE disruption, the localization of ADAM3 on sperm became aberrant, and males became infertile probably due to the production of nonfunctional ADAM3 [17, 34]. According to our data, we have excluded the effects of ADAM2, CLGN, PDILT, TEX101, tACE, and PRSS37 on the maturation of ADAM3. And no interaction of PRSS55 with ADAM3 and tACE was detected (Fig. 5c–e) in the mouse testis and PRSS55 was not a substrate of tACE, either (Supplementary Fig. S8b).

We speculate that PRSS55 does not influence the maturation of ADAM3 by direct physical interaction, but rather indirectly through other intermediates. Thus, we carried out microarray analysis of total testis RNAs from wt and *Prss55*^−*/*−^ mice (*n* = 3 each group) to identify DE genes (*p* < 0.05, *f*_c_ ≥ 2) caused by *Prss55* deficiency. These DE genes might play important roles in the maturation process of key factors relating to sperm fertility, including ADAM3. 

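Apart from *Rnase10*, the transcripts named here of *Adam3* and of proteins linked to it were well above background on all 6 arrays and changed by less than 2-fold. The *Adam3* probe, on chromosome 8, read 16.57 ± 0.13 (SD, n = 3) in *Prss55*-/- and 16.84 ± 0.018 in wt testis, a log2 difference of -0.26 that was not past the adjusted threshold (limma adjusted p = 0.14) unless *Prss55*-/- replicate 1 was left out, when the difference was -0.34 and the limma adjusted p 0.038. The *Calr3*, *Prss37* and *Adam6b* probes differed by -0.19, -0.18 and -0.19 (limma adjusted p = 0.19, 0.15 and 0.29). Differences of -0.08 for *Clgn*, 0.13 for *Pdilt*, 0.14 for *Tex101*, 0.20 for *Adam1a*, -0.10 for *Adam6a* and 0.09 for *Ly6k* had limma adjusted p values between 0.22 and 0.62. *Adam2*, *Ace* and *Tpst2* differed by 0.01, -0.01 and 0.0029, and their signs changed with the processing or with the array left out. *Rnase10* on chromosome 14 was well above background on 2 of the 3 *Prss55*-/- arrays and was at least 6.60-fold lower there, with 7.29, 4.64 and 5.44 on the *Prss55*-/- arrays and 8.70 ± 0.10 in wt testis (limma adjusted p = 0.093, and 0.0041 without *Prss55*-/- replicate 1). The paper describes the *Rnase10* product as a protein secreted in the proximal epididymis, so these arrays cannot tell whether its signal came from testis cells. Too few epididymis markers were tested to show whether epididymal tissue differed between the samples. The paper proposes that the DE genes might take part in the maturation of factors of sperm fertility, ADAM3 among them.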

In line with our expectations, GO analysis of these DE genes suggested that most of these genes were associated with cellular membrane and organelle organization, protein transport and complex assembly, and response to stimulus and signaling (Fig. 6b), consistent with the dramatic structural changes and dynamic protein modifications in the spermatids during the highly regulated process of spermiogenesis. Among the 72 DE genes in the testis of *Prss55*^−*/*−^ mice (Fig. 6a) and the 28 DE genes in the testis of *Prss37*^−*/*−^ mice (data not shown), there were seven common genes: Bloc1s6, Cyp2a4, Ltk, Cd3001h, Gpr115, Olfr1362 and Pla2g4e. All of them were down-regulated in the testis of both *Prss55*^−*/*−^ and *Prss37*^−*/*−^ mice. qRT-PCR validation results showed that the fold change of Bloc1s6 was − 4.82 in *Prss55*^−*/*−^ testis and − 5.66 in *Prss37*^−*/*−^ testis, the fold change of Ltk was − 8.01 in *Prss55*^−*/*−^ testis and − 10.79 in *Prss37*^−*/*−^ testis, and the fold change of Gpr115 was − 5.13 in *Prss55*^−*/*−^ testis and − 2.1 in *Prss37*^−*/*−^ testis. However, the fold changes of the other four genes were less than 2 in both Prss55^−/−^ and Prss37^−*/*−^ testis. On the other hand, Serpine3, Sult4a1 and A530072M11Rik were three genes specifically up-regulated in *Prss55*^−*/*−^ but not *Prss37*^−*/*−^ testis. 

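*Bloc1s6* and *Ltk* aside, the genes listed as common to both knockouts were dim on the *Prss55*-/- arrays, and the *Prss37*-/- arrays were not analysed here. *Pla2g4e* on chromosome 2 was not well above background on any *Prss55*-/- array and was at least 1.97-fold lower (limma adjusted p = 0.00065). *Cyp2a4* on chromosome 7 was well above background on 2 of 3 *Prss55*-/- arrays and was at least 2.50-fold lower (limma adjusted p = 0.045), and its adjusted p passed 0.05 in limma when any array except *Prss55*-/- replicate 1 was left out, with slide as a random block (0.055) and with 75th percentile scaling (0.053). Over all its alternatives the limma adjusted p of *Cyp2a4* lay between 0.022 and 0.17. *Cd300lh*, *Gpr115* and *Olfr1362*, on chromosomes 11, 17 and 13, were not well above background on any *Prss55*-/- array and were at least 1.52-fold, 1.70-fold and 2.09-fold lower. Their limma adjusted p values were 0.060, 0.10 and 0.072, so none of the 3 passed the adjusted threshold, although *Olfr1362* did without *Prss55*-/- replicate 2 (limma adjusted p = 0.039) and with normexp (0.043), and all 3 wt values of each lay above all 3 *Prss55*-/- values. *Ltk*, *Pla2g4e* and *Bloc1s6* lie within 3.00 Mb of one another on chromosome 2.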

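Leaving out each of the 6 arrays in turn, the log2 difference between *Prss55*-/- and wt testis stayed between 1.99 and 2.41 for the brighter *Sult4a1* probe and between 1.89 and 2.03 for *A530072M11Rik*. The highest limma adjusted p in these fits was 0.013 for *A530072M11Rik*. No such range is given for *Serpine3*, whose wt signal is not well above background on every array. For *Sult4a1* it reached 0.12 without wt replicate 1, and it was also above 0.05 without wt replicate 2, *Prss55*-/- replicate 2 or *Prss55*-/- replicate 3. The 3 *Prss55*-/- values lay above the 3 wt values for each of the 3 genes. Whether the genes differ from their level in *Prss37*-/- testis was not analysed here.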

Their fold changes were 198.85, 13.45 and 6.55, respectively. Of course, we did not validate the expression level of all the 93 DE genes by qRT-PCR. Maybe, some of them exhibited similar up- or down-regulation caused by *Prss55* or *Prss37* deficiency. All in all, we believe that there are some common characteristics in gene expression regulation between *Prss55*-KO mice and *Prss37*-KO mice; however, differences still existed.

Through a literature search, we can see that several functions of the above-mentioned DE genes have been studied, but none of these studies involve their functions in the testis or male fertility. Our microarray results suggest that these genes might play important roles in spermatogenesis and/or sperm maturation. The functional network of how these genes are coordinated to regulate this process needs to be further investigated, especially the molecular mechanisms on how PRSS55 assists the presence of mature ADAM3 in sperm.

Although PRSS55 remains in the mature sperm, unlike PRSS37, which was discarded at the end of spermiogenesis, we cannot conclude that the failure of sperm migration in vivo and sperm–egg interaction in vitro caused by *Prss55* deficiency was directly attributed to PRSS55. These defects are more likely caused by the absence of mature ADAM3 in sperm, since it is a common feature shared by many other gene-KO mouse models that display similar defects.

In summary, the testis-expressed and sperm-located PRSS55 protein plays a crucial role in the fertility of male mice. It is a novel gene required for ADAM3 maturation, in vivo sperm migration and in vitro sperm–egg interaction, but not required for the fertilizing capability of sperm in vitro. Its deletion in the testis destroys the normal expression of multiple genes, most of which are associated with cellular membrane and organelle organization, protein transport and complex assembly, and response to stimulus and signaling. Future dissecting the functional network of these genes will facilitate our understanding of the sperm maturation process.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (DOCX 2940 kb)

## Abbreviations

ZP: Zona pellucida
ER: Endoplasmic reticulum
GPI: Glycosylphosphatidylinositol
UMI: Unexplained male infertility
KO: Knockout
wt: Wild type
PBS/SDS: PBS containing 1% SDS
HCl/SDS: 1 mM HCl containing 1% SDS
IP: Immunoprecipitation
PI-PLC: Phosphatidylinositol-specific phospholipase C
uPAR: Urokinase-type plasminogen activator receptor
AR: Acrosome reaction
PMSF: Phenylmethanesulfonyl fluoride
IF: Immunofluorescence
H&E: Hematoxylin and eosin
TEM: Transmission electronic microscopy
PNA: Peanut agglutinin
FCP: Frequency of copulatory plug
FC: Frequency of conception
PMSG: Pregnant mare serum gonadotrophin
hCG: Human chorionic gonadotropin
CASA: Computer-assisted semen analysis
MUP: 4-Methylumbelliferyl phosphate
Boc: *t*-Butyloxycarbonyl
MCA: 4-Methylcoumaryl-7-amide
AGPR: Boc-Ala-Gly-Pro-Arg-MCA
VPR: Boc-Val-Pro-Arg-MCA
LTR: Boc-Leu-Thr-Arg-MCA
OCCs: Oocyte-cumulus complexes
IVF: In vitro fertilization
HTF: Human tube fluid
KSOM: Potassium simplex medium
DE: Differentially expressed
GEO: Gene expression omnibus
NCBI: National center for biotechnology information
SE: Standard error
GO: Gene ontology

# Supplementary material for: Serine protease PRSS55 is crucial for male mouse fertility via affecting sperm migration and sperm–egg binding
**Source:** Cell Mol Life Sci. 2018 Jul 21;75(23):4371–84. doi: 10.1007/s00018-018-2878-9
**Supplement:** Supplementary file 1 — Supplementary material 1

**SUPPORTING INFORMATION**

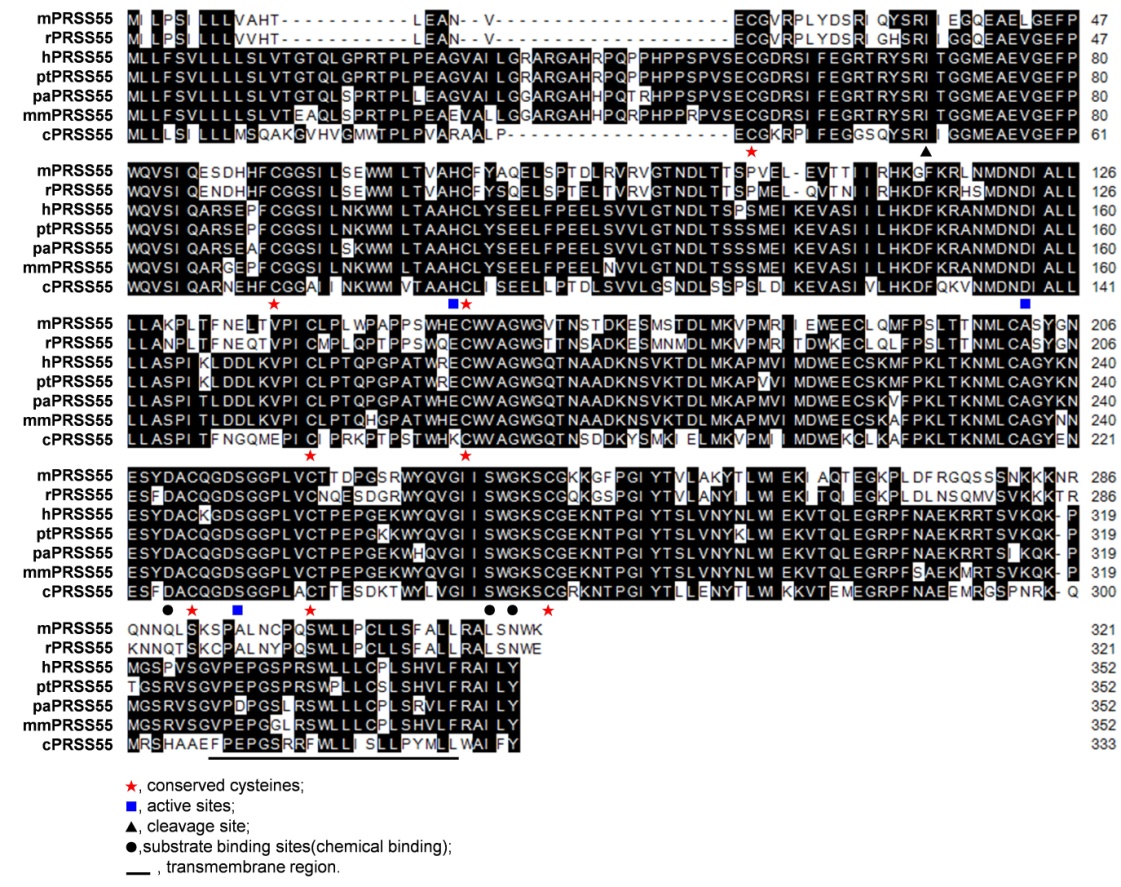

**Fig. S1** PRSS55 shares highly conserved amino acids among species. Comparison of amino acid sequences of PRSS55 from seven different mammalian species using the program Clustal W. Consensus amino acids are shaded in black. Red stars indicate conserved Cys residues, blue squares are active sites, black triangle is a putative cleavage site, black solid circles are substrate binding sites and black underline shows transmembrane region. The amino acid sequences of these proteins were extracted from the GenBank^TM^ database. The accession numbers are as follows: mPRSS55 (NP_001074532), rPRSS55 (XP_008767522), hPRSS55 (NP_940866), ptPRSS55 (XP_528278), paPRSS55 (XP_002818861), mmPRSS55 (XP_001089204), cPRSS55 (XP_013962962). m, *Mus musculus* (house mouse); r, *Rattus norvegicus* (Norway rat); h, *Homo sapiens* (human); pt, *Pan troglodytes* (chimpanzee); pa, *Pongo abelii* (Sumatran orangutan); mm, *Macaca mulatta* (Rhesus monkey); c, *Canis lupus familiaris* (dog).

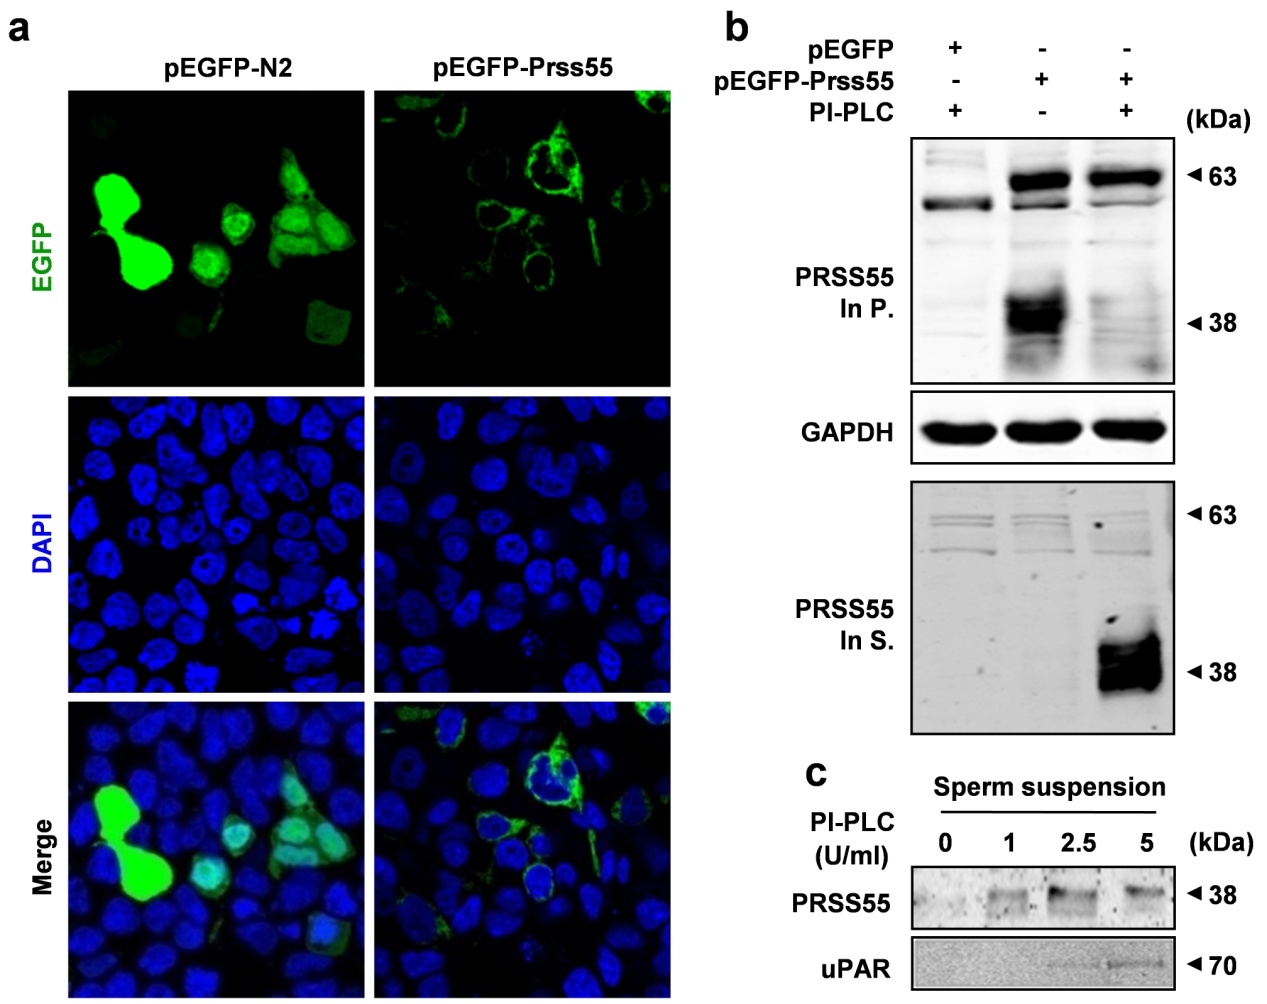

**Fig. S2** PRSS55 is a GPI-anchored membrane protein. **a** HEK293 cells transfected with pEGFP-N2 or pEGFP-Prss55 expression vector for 48 h were subjected to confocal microscopy. **b** HEK293 cells transfected with pEGFP or pEGFP-Prss55 for 48 h were treated with/without 2.5 U/ml PI-PLC for 1 h at 37°C. The protein levels of PRSS55 in supernatants and in pellets were immunodetected by Western blotting. **c** Equal aliquots of sperm suspension in PBS were treated with various concentrations (0, 1, 2.5, 5 U/ml) of PI-PLC for 1 h at 37°C. PRSS55 in the supernatants was analyzed by Western blotting. uPAR was detected as a positive control for GPI-anchored protein.

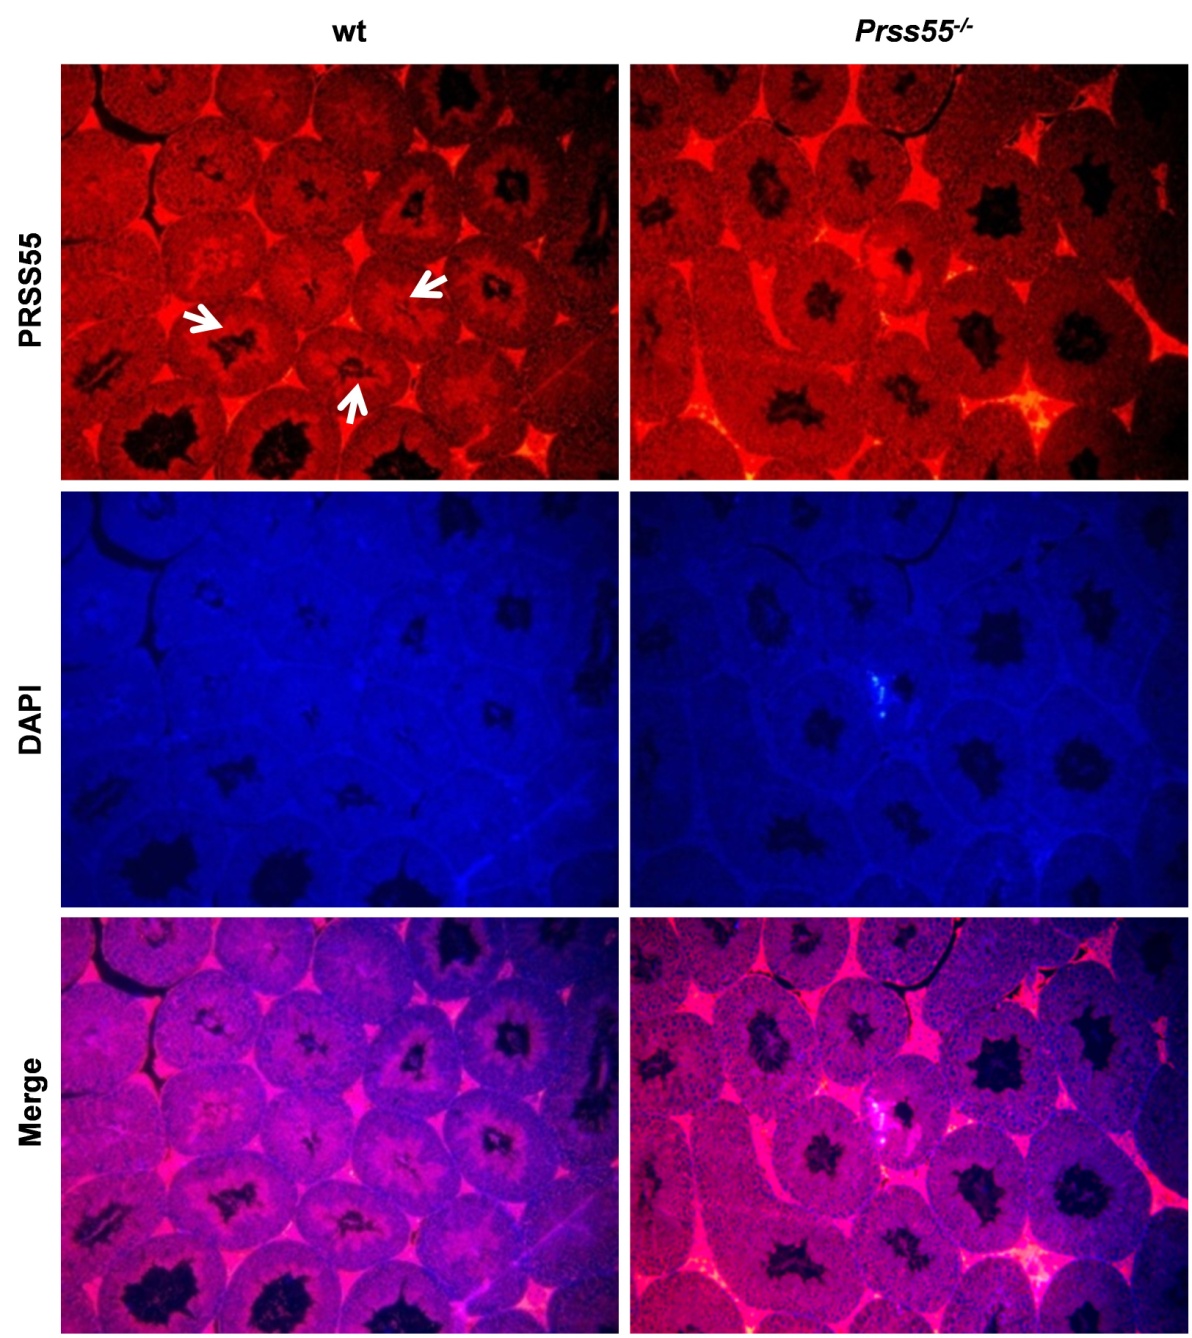

**Fig. S3** Distribution of PRSS55 protein in the adult mouse testis was assayed by immunofluorescence. White arrows point to specific staining of PRSS55 protein, mainly at the luminal side of the [seminiferous](javascript:;) [tubule](javascript:;)s. Nuclei were visualized by DAPI staining.

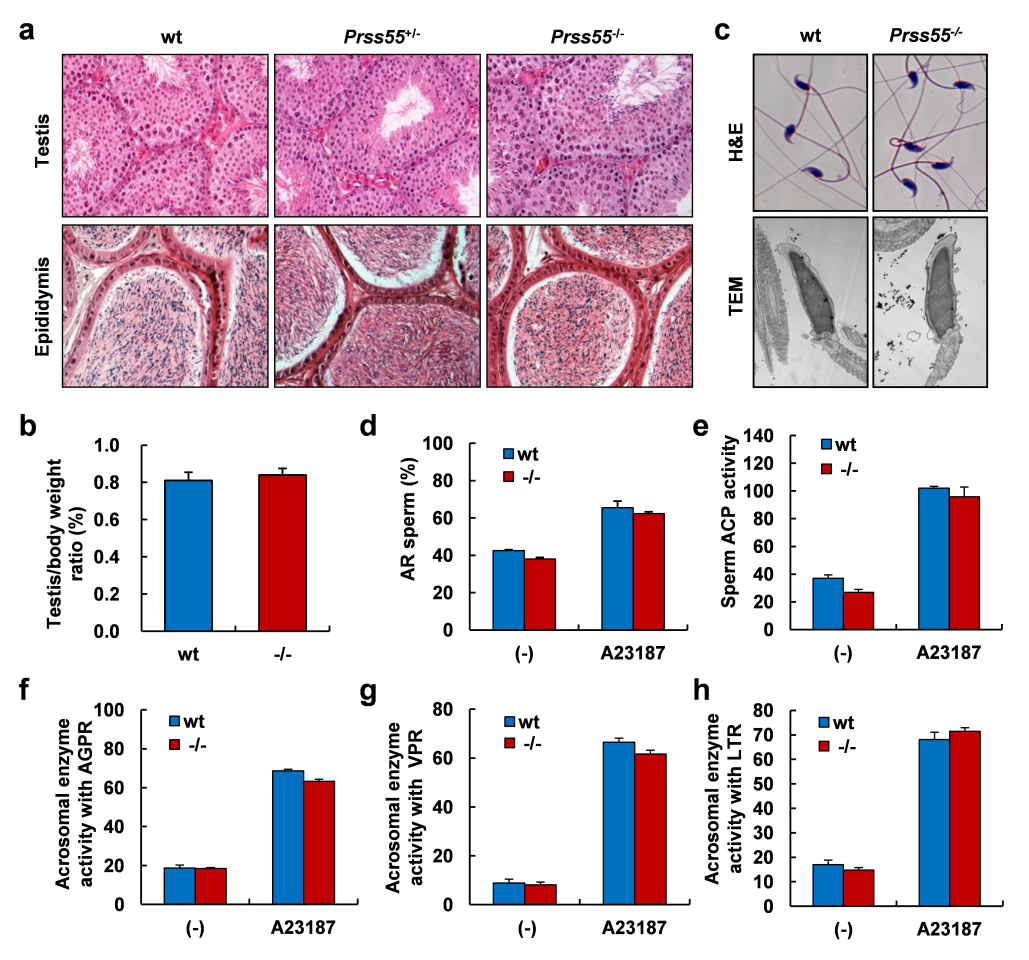

**Fig. S4** Targeted deletion of *Prss55* has no effects sperm production, sperm morphology, acrosome reaction, and the activity of acrosomal enzymes. **a** H&E staining images of testis and cauda epididymis from mice of three different genotypes. **b** Testis size of wt and *Prss55^-/-^* mice evaluated by the ratio of testis weight to body weight (n = 5 for each group). **c** Morphology of cauda epididymal sperm evaluated by H&E staining and TEM. **d** Induction of acrosome reaction by A23187 was comparable between wt and *Prss55^-/-^* sperm. The status of acrosome was examined by PNA staining after spotting sperm onto glass slides. **e-h** The activity of acrosomal enzymes released by the induction of acrosome reaction was measured by using four different substrates. The activity of acrosomal enzymes was expressed as the fluorescence intensity. Error bars indicate the standard error of the mean data from three mice. No significant differences existed between wt and *Prss55^-/-^* sperm.

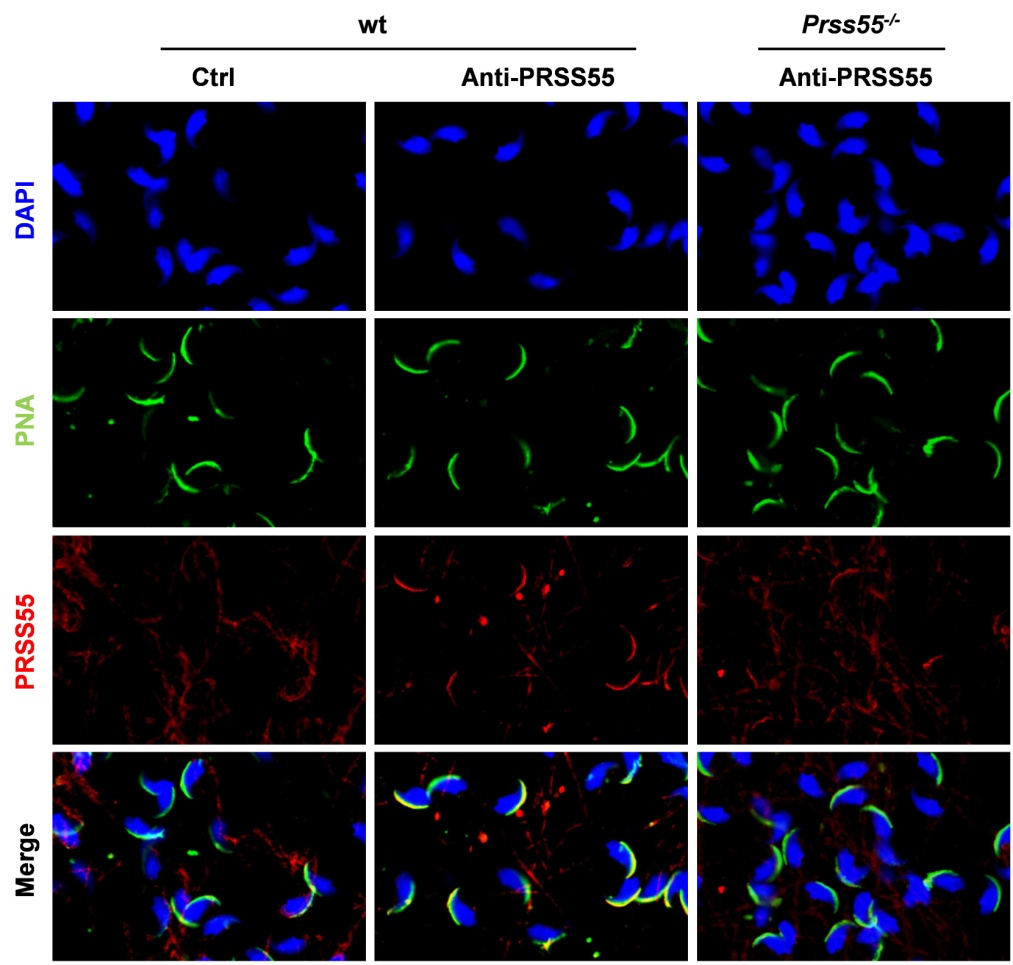

**Fig. S5** PRSS55 is localized in acrosome region of mature sperm. Sperm from cauda epididymal of wt and *Prss55*^-/-^ mice were immunostained using anti-PRSS55 antibody (red) or pre-immune serum. The acrosome and nucleus were also stained with Alexa Fluor 488-conjugated peanut lectin PNA (green) and DAPI (blue), respectively.

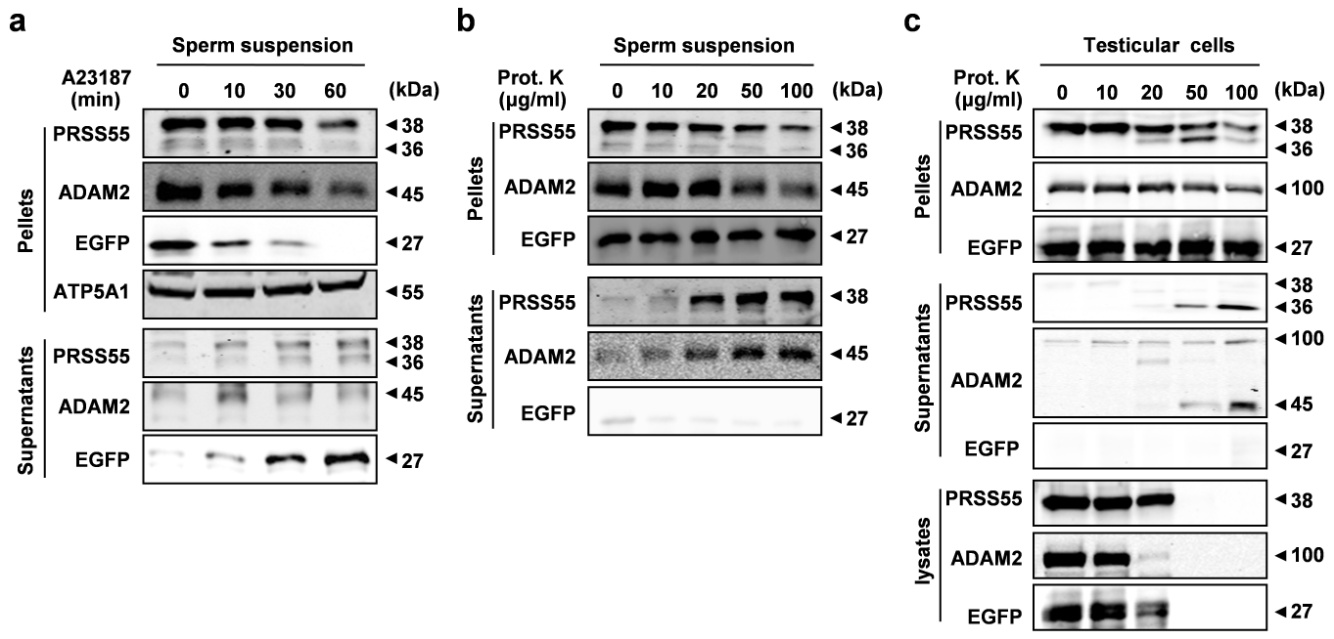

**Fig. S6** Release kinetics and subcellular localization of PRSS55 protein in germ cells. **a** Sperm suspension of pAcr-SP-NTP-EGFP transgenic mice were treated with A23187 for the indicated time. The supernatants and pellets were analyzed by Western blotting for the proteins as marked. Upon induction, PRSS55, ADAM2 and EGFP present in supernatants with reduction in pellets. ATP5A1 is shown as a loading control. **b,c** Testicular cells and mature sperm isolated from pAcr-SP-NTP-EGFP transgenic mice, in which EGFP is present within the sperm acrosomes, were digested with various concentrations of proteinase K, and analyzed by immunoblotting for ADAM2, EGFP and PRSS55. ADAM2 and EGFP were examined as positive controls for testicular cell surface and intracellular proteins, respectively. One representative experiment out of three is shown.

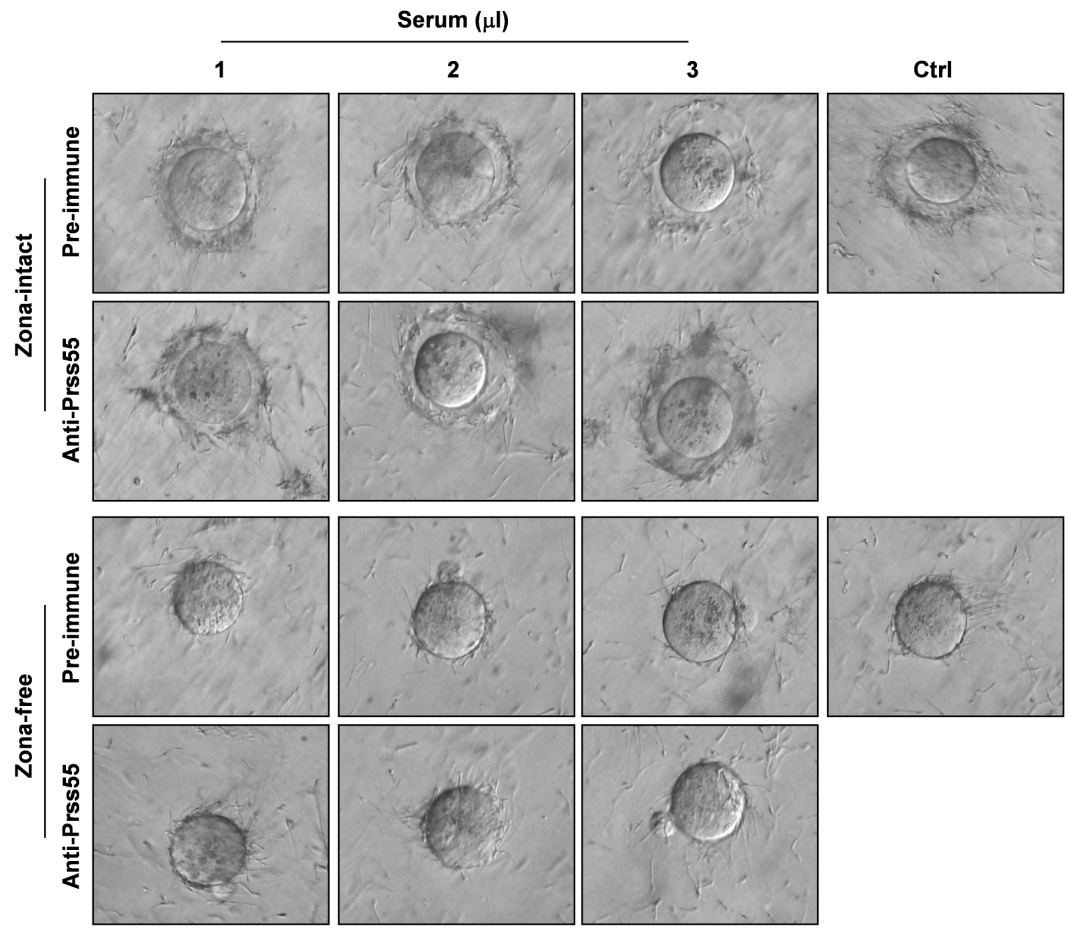

**Fig. S7** Anti-PRSS55 serum is unable to block the binding of wt sperm with either zona-intact or zona-free oocytes. The mouse eggs were incubated with the indicated volume (μl) of antibody or control serum for 30 min, and then capacitated sperm were added and incubated for another 30 min at 37°C. No significant difference was detected between two groups. This experiment was repeated more than three times and the images of a representative experiment are shown.

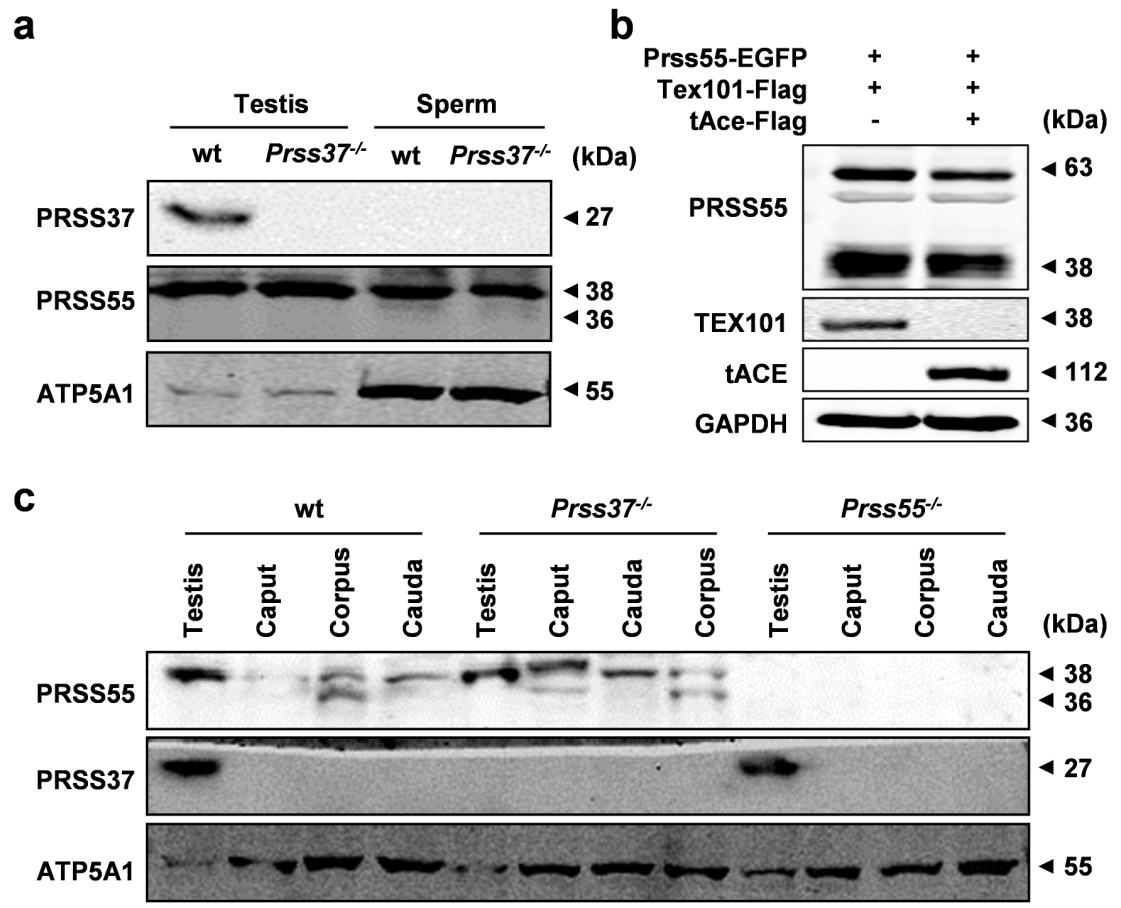

**Fig. S8** PRSS55 is not regulated by tACE or PRSS37. **a** The total lysates of testis and sperm from wt and *Prss37^-/-^* mice were subjected to Western blotting. ATP5A1 serves as a protein loading control. It seems there is no effect of *Prss37* deficiency on PRSS55 protein levels in both testis and sperm. **b** PRSS55, TEX101, and tACE were transiently expressed in HEK293 cells. PRSS55 remains unchanged by the coexpression with tACE, while the TEX101 was abolished when coexpressed with tACE. GAPDH is shown as a loading control. **c** Different protein bands of PRSS55 were detected in caput, corpus and cauda epididymis and the forms of PRSS55 in *Prss37^-/-^* mice are not affected.

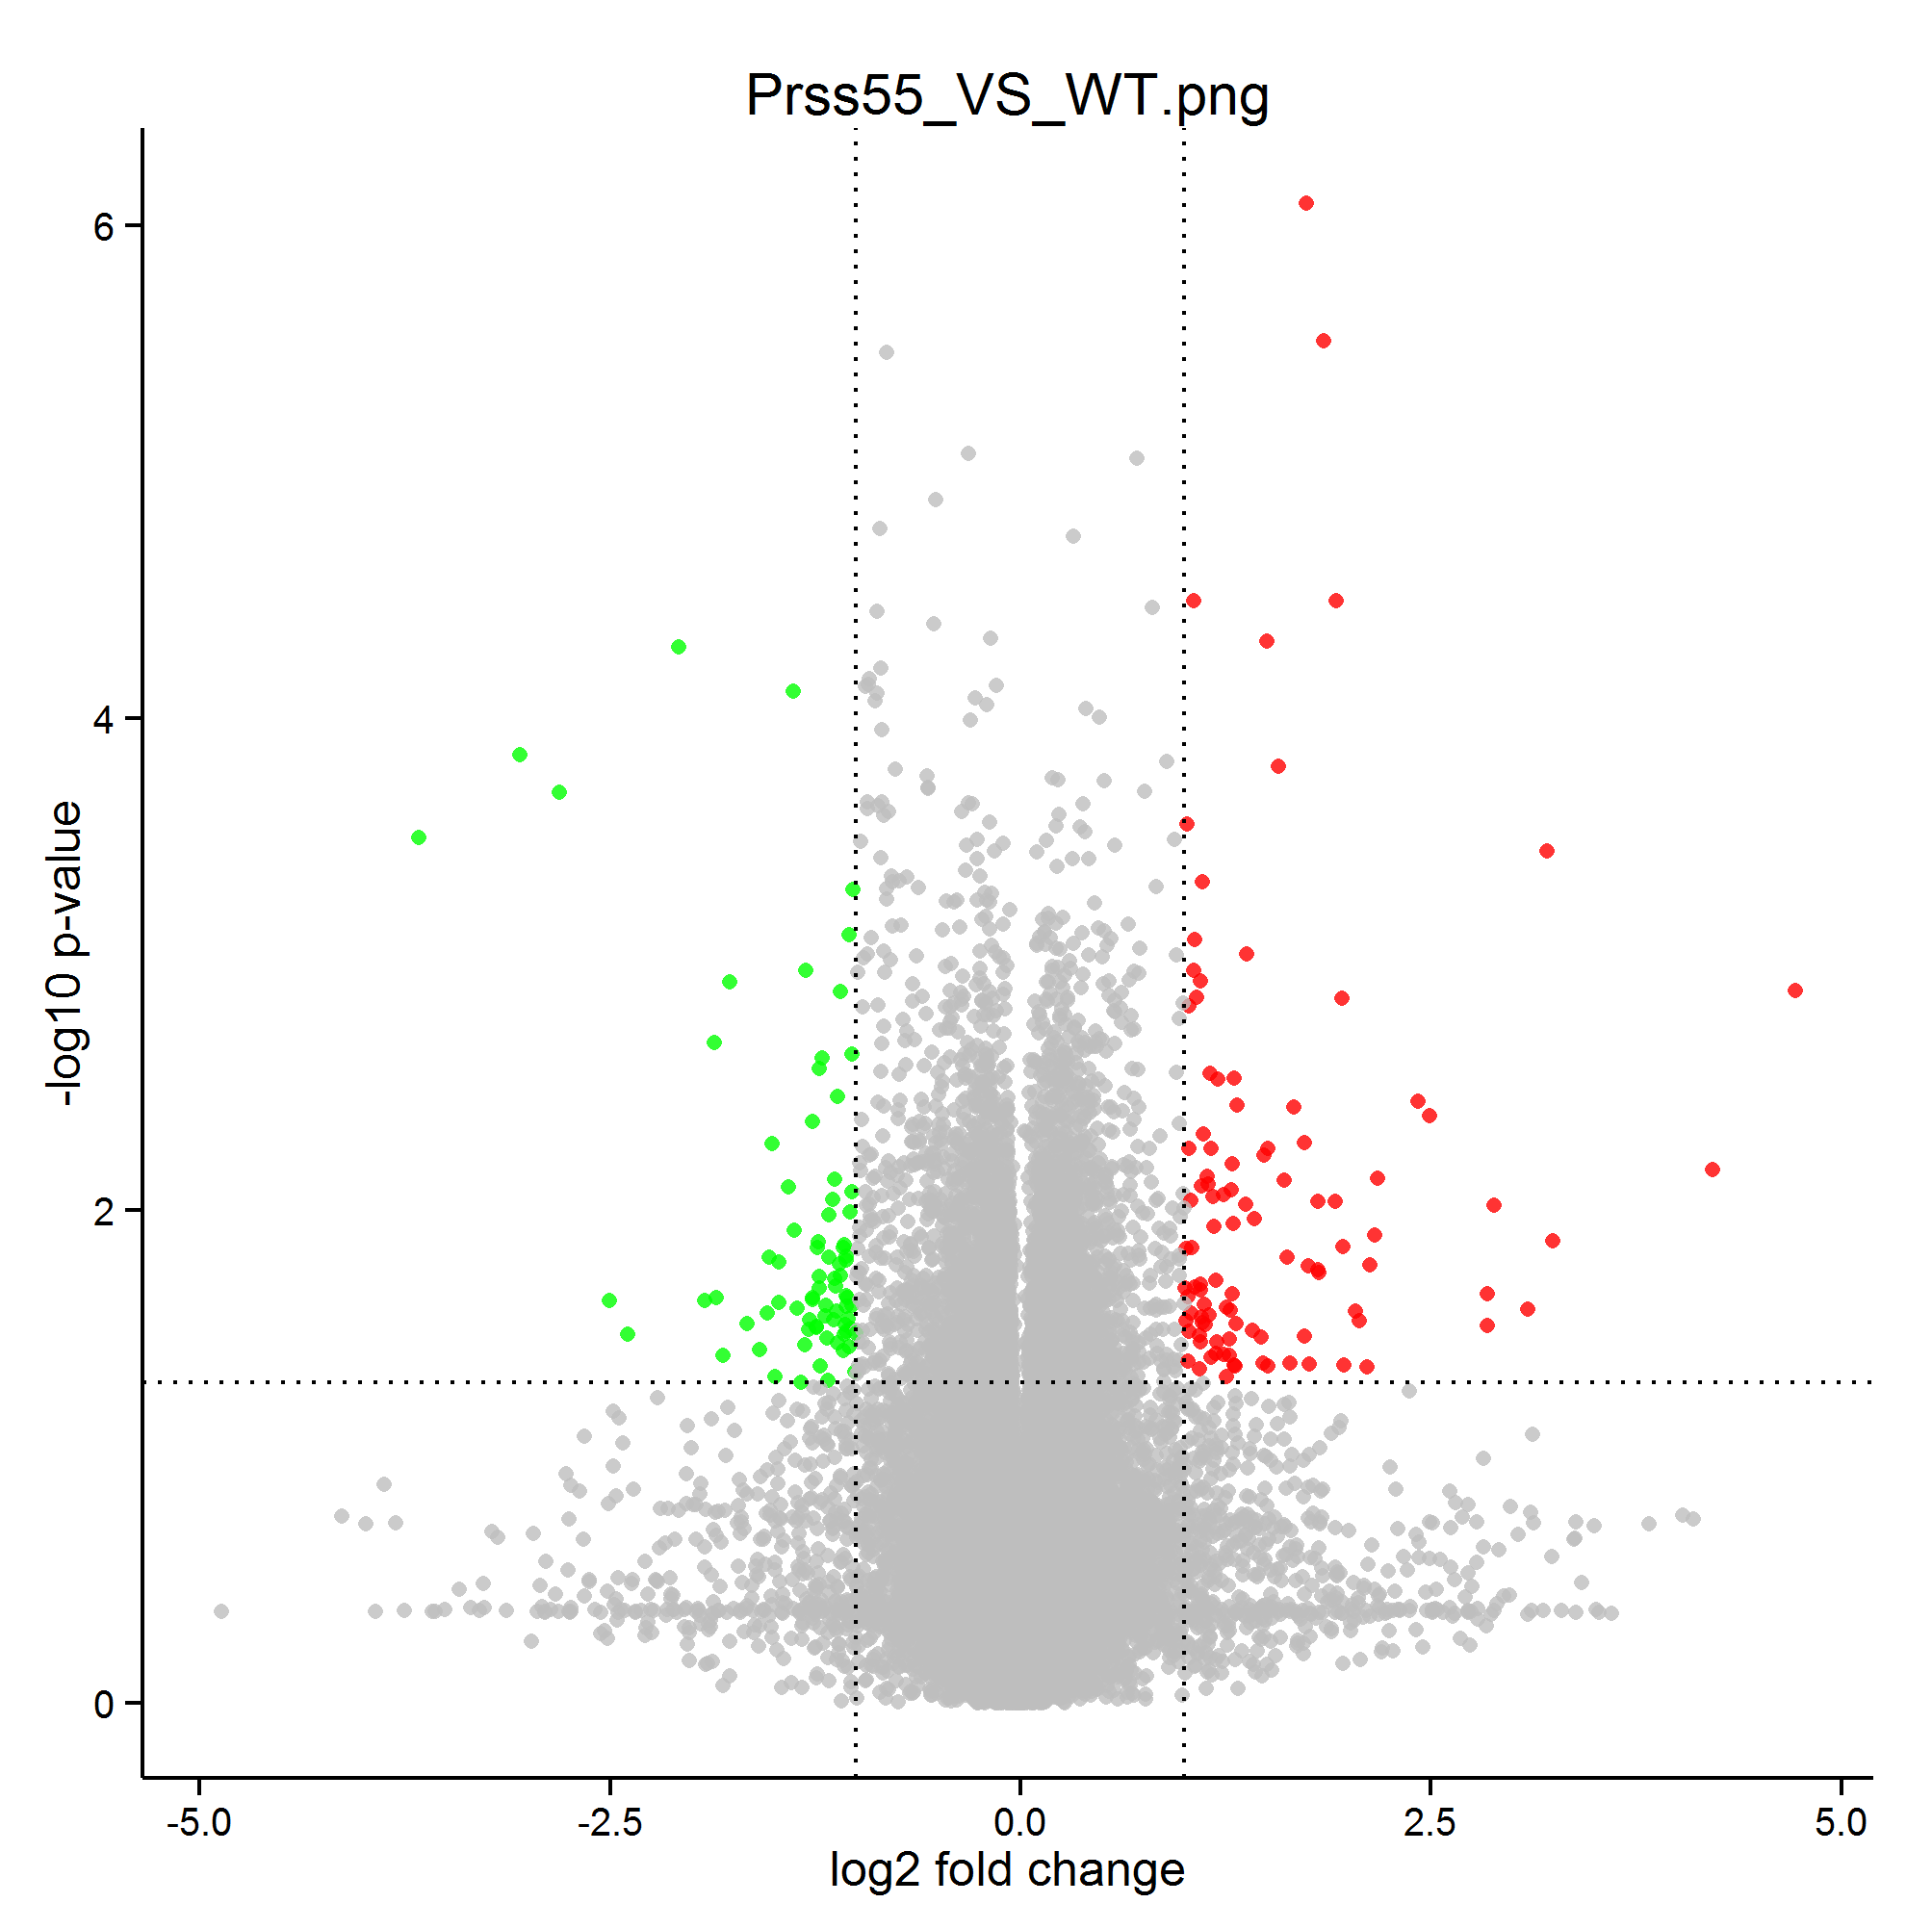

**Fig. S9** The volcano plot of the microarray data. The x-axis shows the log_2_ fold change between *Prss55*-KO testes and wt testes and the y-axis shows the negative log_10_ p-value. Red dots represent differentially expressed (DE) genes (p < 0.05, fc ≥ 2) and green dots represent DE genes (p < 0.05, fc ≤ -2).

**Table S1.** Primers used in PCR assays.

| Primer | Sequence |
| --- | --- |
| P1 | 5’-ATCCTATCAATATGTGGTGAGCATTA-3’ |
| P2 | 5’-CCTCCCCCGTGCCTTCCTTGAC-3’ |
| P3 | 5’-CTGAGCCCAGAAAGCGAAGGA-3’ |
| P4 | 5’-TTCTCTTACAGAGTGCTTTAACCTCA-3’ |
| P5 | 5’-CCATGGGCTCTTTCCTATCA-3’ |
| P6 | 5’-AGCGTTCTGAAGGAGGTGAA-3’ |
| P7 | 5’-TCGCCTTCTTGACGAGTTCT-3’ |
| Prss55-RT-F | 5’-GTGTGAGACCCCTGTATG-3’ |
| Prss55-RT-R | 5’-ACCATATGAGGCACACAGC-3’ |
| Prss55-qRT-R | 5’-GACTCTGAGATCTGTTGGG-3’ |
| β-Actin-F | 5’-TACCCAGGCATTGCTGACAGG-3’ |
| β-Actin-R | 5’-ACTTGCGGTGCACGATGGA-3’ |
| Serpine3-F | 5’-GGACCACAAGGCTGAAGAGAG-3 |
| Serpine3-R | 5’-GACCTGGTACCCTCCTCTGAA-3’ |
| Sult4a1-F | 5’-TGCCAACGTGCTTTTCCTTA-3’ |
| Sult4a1-R | 5’-GGTCACACTTCCCCATCTTCTG-3’ |
| A530072M11Rik-F | 5’-CTTGCCATTGAAGAGGTAAAACT-3’ |
| A530072M11Rik-R | 5’-GGCACTTGGGTATCTTTCTTCC-3’ |
| Hmgxb4-F | 5’-AAGCATCCAGCGCAGAAGGT-3’ |
| Hmgxb4-R | 5’-AAGCTTCCAGACACTGCCACC-3’ |
| Greb1-F | 5’-ACAGGTCTTTCCACATCACATC-3’ |
| Greb1-R | 5’-TGGAGCTCACATAACAAACAGA-3’ |
| Dlgap1-F | 5’-GCAAGCTAATGGAGAGAGAAGA-3’ |
| Dlgap1-R | 5’-CAACTGCAGCATGTCCCAA-3’ |
| Pnoc-F | 5’-GTAATGTGTAGCCAGAAGGAGC-3’ |
| Pnoc-R | 5’-GCAGAAGATGAGTGAGAAGATGG-3’ |
| Dock5-F | 5’-CCTCCTCCAACTCTTCTGACAA-3’ |
| Dock5-R | 5’-GAGACTCTTTGGCCTTTGTGTT-3’ |
| Bloc1s6-F | 5’-CTAGATACACTGGAACAAGAGATTT-3’ |
| Bloc1s6-R | 5’-CGTTGCTGCTCCCTCTCCA-3’ |
| Ltk-F | 5’-TGCCCTACCCTGGACATACC-3’ |
| Ltk-R | 5’-GTGAGTTCAGCACATCAGGGTC-3’ |
| pEGFP-Prss55-F | 5’-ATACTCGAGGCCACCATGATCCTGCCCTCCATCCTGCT-3’ |
| pEGFP-Prss55-R | 5’-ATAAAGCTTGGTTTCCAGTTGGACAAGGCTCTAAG-3’ |

**Table S2.** Comparable motility of capacitated cauda epididymal sperm from wt and *Prss55^-/-^* mice.

| CASA parameters | wt  (n = 5) | *Prss55^-/-^*  (n = 5) |
| --- | --- | --- |
| Total motility (%)  Progressive motility (%)  Rapid motility (%)  Static cell (%)  Path velocity (μm/sec)  Prog. Velocity (μm/sec)  Track speed (μm/sec)  Lateral amplitude (μm)  Beat frequency (Hz)  Straightness (%)  Linearity (%)  Elongation (%) | 94.1 ± 0.7  62.8 ± 2.8  71.8 ± 2.9  5.9 ± 0.7  142.1 ± 3.5  110.2 ± 3.0  222.6 ± 5.0  10.5 ± 0.5  13.9 ± 0.9  76.9 ± 0.6  51.3 ± 0.6  96.3 ± 0.5 | 96.7 ± 0.5  67.7 ± 1.7  78.0 ± 1.4  3.3 ± 0.5  151.2 ± 5.4  115.9 ± 3.4  239.8 ± 9.4  11.3 ± 0.5  14.1 ± 0.4  76.5 ± 0.9  50.5 ± 0.8  97.0 ± 0.3 |

Note: CASA was performed on cauda epididymal sperm from 10-12-week-old wt (n = 5) and *Prss55^-/-^* (n = 5) males as described in materials and methods. Results are expressed as mean ± SE. No significant differences in all parameters were found between two genotypes.

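The table gives for each gene a fold change and a p value from the 6 arrays. Both were recomputed from the deposited matrix, which holds quantile-normalized log2 values, for the 68 listed genes with a probe. The methods' t-test in its form for unequal spread, chosen after the data were seen, gave for all 68 genes a probe whose p lay within 1% of the table's value. In the form for equal spread, any probe of the gene came within 1% for 2 genes. For the probe with the nearest p, fold changes taken as the ratio of the mean linear signals matched within 1% for 68 genes, and 2 to the power of the difference of the mean log2 signals for 29.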

**Table S3.** Differentially expressed (DE) genes (p < 0.05, fc ≥ 2) in the testis of *Prss55^-/-^* mice identified by microarrary analysis.

**Table S4.** Validation of microarray data by qRT-PCR.

| **Gene symbol** | **EntrezGene ID** | **Fold change (microarray)** | **Fold change (qRT-PCR)** |
| --- | --- | --- | --- |
| Serpine3 | 319433 | 26.35 | 198.85 |
| Sult4a1 | 29859 | 4.51 | 13.45 |
| A530072M11Rik | 100415915 | 3.89 | 6.55 |
| Hmgxb4 | 70823 | 7.18 | 3.03 |
| Greb1 | 268527 | 3.59 | 2.09 |
| Dlgap1 | 224997 | 2.83 | 2.27 |
| Pnoc | 18155 | 2.02 | 2.03 |
| Dock5 | 68813 | -4.24 | -2.5 |
| Bloc1s6 | 18457 | -7.01 | -4.82 |
| Ltk | 17005 | -12.70 | -8.01 |

How the deposited data were processed for this re-analysis (not part of the article)

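Testis RNA of 3 *Prss55*-/- and 3 wt mice was measured on 6 single-dye whole mouse genome arrays. The authors deposited the scanner output of each array, whose processed signal is an intensity on the linear scale, corrected for background within the array and not normalized between arrays. They also deposited a matrix of log2 values. Its columns hold the same sorted values to within 0.0014 and correlate with the log2 signal of their own array at 0.9997 or more, as quantile normalization over the 6 arrays gives. The arrays came from 3 slides. The number of arrays limits the precision of every value.

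Control spots were left out, spots called outliers by the scanner software were set aside, which left 2 missing values among the tested probes, and signals below 1 were set to 1. The log2 signals were quantile-normalized and the spots of a probe averaged. Probes were tested if the scanner software called them well above background on all 3 arrays of at least 1 genotype, which left 28606 probes of 19181 genes, 16577 of them with a symbol and 16500 with a symbol and a position. *Prss55*-/- and wt testis were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the tested probes. A gene was counted once if any of its probes passed. The thresholds of the paper were an unadjusted p below 0.05 and at least 2-fold, and genes without a symbol were left out of those counts.

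Genes were named in the text by rule: *Prss55*, every gene the paper names in connection with the arrays or with ADAM3, and the 10 with the largest measured log2 difference, dim signals included, among those past the adjusted threshold whose *Prss55*-/- and wt values did not overlap. This gave 34 genes, of which 33 were tested, since the array has no probe named *Pmis2*. The probe with the highest mean signal stood for a gene, and other probes are given where they disagree. Where a genotype was not well above background on all its arrays, its signal was set to the lowest signal called well above background on that array, or left as measured where higher, and the difference from the other genotype was given as a bound. Positions are the array files' own. The files do not name their genome build, and 10.3% of 31236 named probes lie inside the gene of the same name in the GRCm38 annotation, so that annotation was used for names only.

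Clustering was tested against 10000 random sets of tested genes, and the chromosome of *Prss55* with Fisher's exact test. Marker lists for 11 groups were tested with camera at its preset correlation of 0.01, with fry and an estimated correlation as alternatives. These were lists for spermatogonia, spermatocytes, round spermatids, elongating spermatids, Sertoli cells, Leydig cells, peritubular and vascular cells, macrophages, blood, epididymis and immediate early genes. The main settings, the alternatives on normalization, background, filter, test, block and left-out arrays, and the rule for named genes were chosen before the data were examined. The forms of the methods' t-test for unequal spread or on the deposited matrix, and the count of neighbours with other name stems, were added afterwards. Tests of explanations that were chosen afterwards are named where they are given.

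The fit was tested on simulated data of 3 against 3 arrays with 28611 probes, 200 of them changed. The limma adjusted calls were 179 probes with 6 false ones, and 146 of the 150 probes changed by 2-fold or more were found. The simulated noise was independent between probes and arrays, with the same spread on every array and no slide effect. It therefore checks the code and does not give the number of false calls on the real arrays, where slide goes with genotype. Summaries and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR, protein and fertility data, the gene ontology terms and the *Prss37*-/- arrays were not analysed here.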

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

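The tests on the *Prss55* probe, and the use of the left-out arrays to test whether 1 array makes the calls, were chosen after the result was seen. The left-out arrays themselves, the slide test and the other splits of the arrays were chosen before.

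Outside Table S3, 291 genes differed between *Prss55*-/- and wt testis at a limma adjusted p below 0.05, whatever the size of the change. The paper's list asks for at least 2-fold at an unadjusted p. The 291 are therefore not a count of genes that the list missed at its own thresholds. With slide as a random block, 240 such genes passed. No slide held both genotypes, so a difference between slides or scans cannot be told apart from genotype for these genes. The number of 291 changed much with the array left out. It was 713 without *Prss55*-/- replicate 1, 43 without *Prss55*-/- replicate 2 and 22 without *Prss55*-/- replicate 3. It was 47 without wt replicate 1, 104 without wt replicate 2 and 337 without wt replicate 3. Losing a sample lowers such numbers by itself, so how far 1 array makes these calls stays open. The rise without *Prss55*-/- replicate 1 goes the other way, so that array held the number down. Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many genes at the adjusted threshold as the real one, itself included, and the same held for the genes past the thresholds of the paper (1) and the genes of Table S3 (1). The other splits gave 0 genes at the adjusted threshold, at most 38 past the thresholds of the paper and at most 2 of Table S3. The real split thus stood apart from every other one. For the genes of Table S3 this was fixed in advance, since the paper chose them on the real split of these arrays. The probes were also filtered by the real genotypes, which favours the real split. Because 10 splits never give a share under 0.1, these splits cannot exclude chance. An effect of the lost gene and a difference in strain background stay among the open explanations.

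The *Prss55* probe had a mean log2 signal of 14.98 in *Prss55*-/- testis, 53.5% of the wt signal, in a gene that was targeted. The paper's text does not discuss this probe. Labels swapped between *Prss55*-/- and wt arrays are argued against, since the lowest wt array lay 0.69 above the highest *Prss55*-/- array on the log2 scale, while the larger SD within a genotype was 0.12. Wt RNA mixed into the *Prss55*-/- samples is argued against as well, since 12 probes of 12 genes fell on every *Prss55*-/- array further than a share of wt RNA that large would allow. That count used a margin changed after a first result. The first margin was 1 log2 unit beyond the *Prss55* difference and gave 4 probes, fewer than the 5 set as the minimum, so it reached no verdict. The margin was then changed to the larger SD of the *Prss55* probe, closer to the written prediction, which gave the 12. The comparison with the other splits, where the highest count was 2, was added after that too. A candidate explanation is that the probe lies beyond the deleted part of the gene: 24 of its bases match the reverse complement of the reverse primer of the full-length coding sequence. A transcript that still holds the end of the gene could then be read by it. Heterozygous mice labelled as *Prss55*-/- would also give a signal near that seen, 53.5% of wt, on every array of the group. The paper reports that RT-PCR, Western blotting and immunofluorescence found no PRSS55 expression in its knockout mice. It does not say whether the mice on these arrays were among those examined. At this probe heterozygous mice cannot be told apart from such a transcript, so for these arrays this stays open. No biological explanation for the remaining signal was tested.

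Past the thresholds of the paper were 27 probes without a gene symbol, which the paper's count leaves out. They were tested with the same arrays, so the limits given for genes outside Table S3 hold for them too, and no explanation was tested for them by themselves.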

How the results depend on the processing

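The forms of the methods' t-test for unequal spread or on the deposited matrix were chosen after the result was seen. Of the main results, 79 values under an alternative stayed on their side, 32 moved and 4 kept their direction but were no longer past the threshold. Among single genes and lists, 514 stayed, 50 lost and 8 gained an adjusted p below 0.05, and 19 changed sign. Where no reason is given, the cause was not tested.

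The 137 genes past the thresholds of the paper, the 66 of Table S3, the 55 within 1 Mb and the 20 on chromosome 14 became 50, 19, 17 and 8 with normexp background. They became 75, 40, 29 and 13 with only probes above background on all 6 arrays, which tests fewer probes. With no filter they were 279, 67, 116 and 33, and the 330 genes at the adjusted threshold were 129. That number was 13 with replicate number as a block, 81 with the methods' t-test and 1526 with array weights. Deviations of arrays with the same replicate number correlated at -0.05, -0.02 and -0.11, which gave no sign that the numbers pair the mice. The paper's heat map legend speaks of pairs of mice, while the sample labels give replicate numbers and name no pairs. These correlations cannot exclude pairing, since no slide held both genotypes. If the numbers did mark pairs, the 13 genes with the replicate block would be the count to use. The methods' t-test without a filter gave 209 genes past the thresholds, and its form for unequal spread 70, on the deposited matrix also 70. Within 1 Mb lay 17 of the genes of Table S3 and 140 of the genes at the adjusted threshold. The 137 genes gave 94 at 5 Mb and 30 at 0.2 Mb, and each count lay above its random sets. On chromosome 14 lay 10 genes of Table S3.

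*Prss55* kept its difference of -0.90 with the replicate block, at a limma adjusted p of 0.10, while over the other alternatives that p lay between 0.0033 and 0.070. In camera 3 marker lists passed 0.05. In fry 1 list did, spermatogonia, which is none of those 3, and with an estimated correlation 0 did, with 0 at an unadjusted p below 0.05. Marker lists with slide as a block were not run. The elongating spermatid median became 0.032 with 75th percentile scaling, the blood median 0.0052 with normexp and 0.0032 without a filter, and the epididymis median -0.052 without a filter. The lowest-p probe of *Bloc1s6* differed by -2.78. *Adam2* was at -0.0096 with normexp, and *Ace* at 0.00052 with 75th percentile scaling, 0.0083 with normexp and 0.035 on its lowest-p probe.

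Leaving out 1 array gave 37 to 764 genes at the adjusted threshold (764 without *Prss55*-/- replicate 1, 63 without *Prss55*-/- replicate 2, 37 without *Prss55*-/- replicate 3, 66 without wt replicate 1, 125 without wt replicate 2). It gave 108 to 195 past the thresholds of the paper, 59 to 63 of Table S3, 17 to 21 on chromosome 14 and 45 to 96 within 1 Mb (96 without *Prss55*-/- replicate 1). Marker lists past 0.05 ranged from 1 (without *Prss55*-/- replicate 2) to 4. *Prss55* ranged from -0.96 to -0.84, above an adjusted p of 0.05 without *Prss55*-/- replicate 2, *Prss55*-/- replicate 3 or wt replicate 1. The blood median ranged from -0.47 to 0.21, elongating spermatids from -0.026 to 0.013, immediate early genes from -0.27 to 0.0060, *Adam2* from -0.052 to 0.053, *Ace* from -0.047 to 0.034 and *Tpst2* from -0.014 to 0.023. Fits with 1 array less have fewer samples. Signal over background limits *Ltk*, *Pla2g4e*, *Cyp2a4*, *Cd300lh*, *Gpr115*, *Olfr1362*, *Olfr1184*, *9430085L16Rik*, *Rnase10* and *Serpine3* to bounds.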

Differences from the paper's values

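The forms of the methods' t-test for unequal spread or on the deposited matrix were chosen after seeing the values. The paper's total is 72 genes and limma gave 137. Of the alternatives set before the data were examined, 50 genes with normexp, 75 with only probes above background on all 6 arrays, 108 without *Prss55*-/- replicate 3 and 97 with the methods' t-test lay within 1.5 times the paper's total. The 75th percentile scaling, the deposited matrix, no filter, the replicate block, the slide block, array weights, the methods' t-test without a filter and the other left-out arrays did not. Chosen after seeing the values, the form for unequal spread gave 70 genes with either set of values and the equal form on the deposited matrix 98, each with 66 of the genes of Table S3 as in limma, which drops 0 of them. The form for unequal spread on the deposited matrix without a filter gave 143.

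For genes lower in *Prss55*-/- testis the paper's number is 25 and limma gave 69. With normexp the number was 28 and with only probes above background on all 6 arrays 35, both within 1.5 times, while the other alternatives set before the data were examined were not. The form for unequal spread, chosen after seeing the values, gave 25. *Lepr*, in Table S3, was too dim to be tested, and the fits without a filter gave 67 genes of Table S3.

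Signed fold changes of 11 genes differed from the paper's in sign or by more than 1.5 times. Smaller gaps, such as -1.45 against the paper's -2.09 for *Fntb*, were not counted. For each of the 11 genes the gap was closed by the lowest-p probe, an alternative set before the data were examined. The other normalizations, filters, blocks and left-out arrays did not close it. The paper's value, the value of the brightest probe and that of the lowest-p probe were 2.45, 1.24 and 2.46 for *Spire1* and 2.39, 1.17 and 2.29 for *Lrrc8e*. They were 2.24, -1.17 and 2.18 for *Sptb* and 2.17, 1.17 and 2.14 for *Fbln1*. For *Ocstamp* they were 2.14, -1.03 and 2.11, and for *Micall1* 2.11, 1.26 and 2.11. *Zfp386* had 2.08, -1.47 and 2.07, and *Cog5* 2.00, 1.07 and 2.00. *Bloc1s6* had -7.01, 1.13 and -6.88, *Oxa1l* -2.53, 1.10 and -2.64, and *Scara5* -2.17, 1.07 and -2.12. The paper states that *Bloc1s6* was lower in *Prss55*-/- testis, and its brightest probe differed by 0.18 on the log2 scale.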

Other observations

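The tests on gene families, on slide-wide differences and sample batches, on strain blocks, on single-probe variants and on the genes shared with *Prss37*-/- testis, including its distance of 5 Mb, were chosen after the result was seen, as was the use of the normalizations as a test of the positions. The normalizations themselves, the test on distances on the array and the other splits were chosen before.

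Genes past the thresholds of the paper lay close together on the chromosomes. Gene families are argued against as the cause, since 50 genes still had a called neighbour of another name stem, against 24.7 in random sets (one-sided permutation test over random gene sets, p = 1e-04, the smallest they can give). A local difference across the surface of the slides would place neighbours close on the array, but probes of the 55 neighbouring pairs lay a median of 199.6 spots apart against 150.3 after shuffling (permutation p = 0.99). A slide-wide or scan difference that acts through probe signal or GC content is argued against, since random sets matched to the called probes in both held a mean of 22.2 genes within 1 Mb, against the 55 found (permutation p = 1e-04, the smallest they can give). A difference between batches of samples that went with the slides stays open. With slide as a random block 49 genes lay within 1 Mb against 22.3 in random sets, but no slide held both genotypes, so such batches cannot be told apart from genotype. Under normexp, the normalization or background with the fewest, 17 genes lay within 1 Mb against 3.57 in random sets, which argues against the processing as the whole cause. Other splits gave at most 8 genes within 1 Mb against the 55 found (1 of 10 splits as large, the real one included). On chromosome 14 they gave at most 1 against 20 (1 of 10). The real split thus stood far apart from every other one, though the probes were filtered by the real genotypes. The share cannot go under 0.1 with 10 splits, so they cannot exclude chance. Within 10 Mb of *Prss55* lay 14 genes (Fisher's exact test over genes, odds ratio 9.37, p = 2.3e-09).

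A candidate explanation is that blocks of the mixed 129 Sv/C57BL/6 background differed between the mice. Among the 500 genes with the largest spread within a genotype, the deviations of 205 neighbouring pairs had a mean absolute correlation of 0.525, against 0.460 after shuffling (p = 7e-04). Whether variants under single probes or transcript levels differ stays open, since for 29 of 54 called genes with another tested probe that probe also moved the same way at an unadjusted p below 0.05. A local effect of the targeted gene on its neighbours was not tested.

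Of the 7 genes the paper lists as shared with *Prss37*-/- testis, 3 lay within 5 Mb of another shared gene. These were *Ltk*, *Pla2g4e* and *Bloc1s6*. They were compared with random sets of 7 of the 24 tested genes of Table S3 that were lower in *Prss55*-/- testis. Such sets held a mean of 1.61 genes within 5 Mb of another in the set (permutation p = 0.22). With only 7 genes, this test cannot tell whether the shared genes lay closer together than the list they come from. Random sets of all tested genes, compared first, gave a small p and were replaced, because the genes of Table S3 lie close together themselves. Whether both knockouts shared blocks of the mixed strain background stays open.

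Of 11 marker lists, camera gave an adjusted p below 0.05 for 3. Round spermatid genes had a median log2 difference of 0.15 (adjusted p = 0.0048, 11 of 12 higher), macrophage genes -0.16 (0.018, 9 of 9 lower) and Leydig cell genes -0.50 (0.036, 8 of 9 lower). None of the 3 passed in fry (adjusted p 0.073, 0.073 and 0.17) or with an estimated correlation (0.59 for each). The Leydig median was -0.27 without *Prss55*-/- replicate 2 and -0.33 without wt replicate 1, and the macrophage median -0.28 without wt replicate 2 and -0.076 without wt replicate 3. Leydig genes were above 0.05 without *Prss55*-/- replicate 2 (0.059), *Prss55*-/- replicate 3 (0.055), wt replicate 1 (0.057) or wt replicate 3 (0.26), and macrophage genes without *Prss55*-/- replicate 2 (0.059) or wt replicate 3 (0.059). The others were spermatogonia 0.02 (adjusted p = 0.53, and 0.011 in fry), spermatocytes 0.03 (0.72), Sertoli cells -0.05 (0.34), peritubular and vascular cells -0.08 (0.12, and 0.041 without *Prss55*-/- replicate 1) and immediate early genes -0.09 (0.12, and 0.013 without wt replicate 3). Elongating spermatids had a median of -0.01 and a mean of 0.0033 (0.98). For blood and epididymis too few of the listed genes were tested, 5 of 7 and 4 of 9, so these checks are void. Their medians of -0.05 and 0.11 differed in sign from the direction in camera and from the mean of -0.59, respectively. As many lists passed in 3 of 10 splits, the real one included, so these splits cannot exclude chance.

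Also named by the rule on measured signals, which ranks dim probes by signals that give only a bound, were *Kcnab1* (3.19, limma adjusted p = 0.0030), whose other probe differed by -0.07, *Olfr1184*, at least 1.87-fold higher and not well above background on any wt array (limma adjusted p = 0.040), and *9430085L16Rik*, at least 1.53-fold lower, not well above background on any *Prss55*-/- array and 3.27 Mb from *Prss55* (limma adjusted p = 0.023). *Olfr1184* lost the adjusted threshold when any array except *Prss55*-/- replicate 1 was left out, and *9430085L16Rik* without *Prss55*-/- replicate 2, *Prss55*-/- replicate 3, wt replicate 1 or wt replicate 2.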
